# Renal Cyst Formation in Fh1-Deficient Mice Is Independent of the Hif/Phd Pathway: Roles for Fumarate in KEAP1 Succination and Nrf2 Signaling

**DOI:** 10.1016/j.ccr.2011.09.006

**Published:** 2011-10-18

**Authors:** Julie Adam, Emine Hatipoglu, Linda O'Flaherty, Nicola Ternette, Natasha Sahgal, Helen Lockstone, Dilair Baban, Emma Nye, Gordon W. Stamp, Kathryn Wolhuter, Marcus Stevens, Roman Fischer, Peter Carmeliet, Patrick H. Maxwell, Chris W. Pugh, Norma Frizzell, Tomoyoshi Soga, Benedikt M. Kessler, Mona El-Bahrawy, Peter J. Ratcliffe, Patrick J. Pollard

## Abstract

The Krebs cycle enzyme fumarate hydratase (*FH*) is a human tumor suppressor whose inactivation is associated with the development of leiomyomata, renal cysts, and tumors. It has been proposed that activation of hypoxia inducible factor (HIF) by fumarate-mediated inhibition of HIF prolyl hydroxylases drives oncogenesis. Using a mouse model, we provide genetic evidence that Fh1-associated cyst formation is Hif independent, as is striking upregulation of antioxidant signaling pathways revealed by gene expression profiling. Mechanistic analysis revealed that fumarate modifies cysteine residues within the Kelch-like ECH-associated protein 1 (KEAP1), abrogating its ability to repress the Nuclear factor (erythroid-derived 2)-like 2 (Nrf2)-mediated antioxidant response pathway, suggesting a role for Nrf2 dysregulation in FH-associated cysts and tumors.

## Significance

**Activation of hypoxia pathways is strongly associated with poor prognosis in cancer. Inactivation of the tumor suppressor gene encoding fumarate hydratase (FH) causes activation of hypoxia signaling, and it has been proposed that this plays a causal role in renal cyst and tumor development. Analyses of mice defective in both FH and HIF signaling reveal that inactivation of Hif-1α but not Hif-2α actually exacerbates renal cyst development. A HIF-independent association has been identified between NRF2 pathway activation and FH deficiency, which correlates with fumarate-mediated modification of cysteine residues in KEAP1, the negative regulator of NRF2. Our data introduce NRF2 dysregulation, rather than HIF activation, as a candidate oncogenic pathway in FH-associated disease.**

## Introduction

Hereditary leiomyomatosis and renal cell carcinoma (HLRCC) is an inherited cancer syndrome in which affected individuals are at risk of developing benign cutaneous and uterine leiomyomas, renal cysts, and aggressive collecting duct and Type 2 papillary renal cell carcinomas (pRCC) (Kiuru et al., 2001; Tomlinson et al., 2002; Toro et al., 2003). The early onset of cysts in hereditary renal cancer syndromes including HLRCC and von Hippel-Lindau (VHL) disease (Kaelin, 2008; Lehtonen et al., 2006) together with observation of dysplastic changes in cystic epithelium and solid tumors arising from cyst walls, strongly suggests that cystic change represents an early stage in carcinogenesis. Patients with HLRCC carry heterozygous germline mutations in the gene encoding the Krebs cycle enzyme fumarate hydratase (FH) and tumor formation is associated with loss of heterozygosity at this locus (Tomlinson et al., 2002). Although FH has a central role in cellular energy metabolism, the mechanisms underlying FH-associated tumorigenesis remain to be defined (Frezza et al., 2011).

Much interest has focused on the possibility that upregulation of one or more transcriptional pathways mediated by hypoxia inducible factor (HIF) may underlie the oncogenic process (Ratcliffe, 2007). In normal cells, oxygen dependent prolyl hydroxylation of HIF-alpha (HIF-α) subunits promotes their degradation by the VHL ubiquitin E3 ligase-proteasome pathway (Kaelin, 2008). In FH-deficient cells and tumors, fumarate accumulates to very high levels, and competitively inhibits the 2-oxoglutarate (2OG) dependent dioxygenases that catalyze HIF prolyl hydroxylation, thus mimicking hypoxia and stabilizing the HIF complex (Isaacs et al., 2005; O'Flaherty et al., 2010; Pollard and Ratcliffe, 2009). This process, termed pseudohypoxia, has been proposed to drive tumor development by activation of oncogenic HIF target genes. In favor of this hypothesis, activation of the HIF transcriptional cascade is strongly associated with aggressive behavior and poor prognosis across a wide range of common human cancers and HIF target genes include many with potentially oncogenic actions in angiogenesis, energy metabolism, invasion and dedifferentiation (Kaelin and Ratcliffe, 2008). HIF is strongly upregulated, both in HLRCC-associated human pRCC and in the hyperplastic renal cysts that develop in mice following targeted inactivation of *Fh1* (the murine homolog of FH), and studies of gene expression patterns in these tissues have revealed strong signatures of HIF activation (Ashrafian et al., 2010; Isaacs et al., 2005; Pollard et al., 2005; Pollard et al., 2007). Based on these findings, it has been proposed that pharmacological downregulation of HIF pathways by agents that promote HIF hydroxylation in the face of high fumarate levels might provide an effective treatment for FH-associated neoplasia (Mackenzie et al., 2007; Tennant and Gottlieb, 2010).

It has been shown (Alderson et al., 2006; Frizzell et al., 2011; Nagai et al., 2007) that fumarate, in addition to its role as an allosteric regulator of 2OG-dioxygenase, also modifies cysteine residues in many proteins, forming S-(2-succinyl)-cysteine (2SC). Critically, these modifications have functional consequences as exemplified by inactivation of glyceraldehyde-3-phosphate dehydrogenase (Blatnik et al., 2008a, 2008b). Recently, we have reported that FH-deficient cells and tumors accumulate high levels of 2SC (Bardella et al., 2011). Furthermore, this modification is highly specific and absent in normal tissues and other tumor types and therefore a candidate mechanism for tumorigenesis.

To define the role, if any, of HIF activation in FH-associated neoplasia, we combined inactivation of Fh1 with Hif-1α, Hif-2α, or both Hif-α isoforms, measured the frequency of renal cyst formation in a mouse model recapitulating the cystic phenotype of the human disease, and compared the outcome with that of genetic inactivation of the Hif prolyl hydroxylases (Phds). To extend our analyses and understanding of events underpinning cyst formation following the loss of FH, and to identify potential HIF-independent oncogenic pathways, we compared gene expression patterns in Fh1- and Fh1; Hif-1α-deficient kidneys, where Fh1-associated profiles are not confounded by Hif activation. We provide evidence for an alternative mechanism by which fumarate may activate oncogenic pathways.

## Results

### Role of Hif in Fh1-Associated Renal Cystic Disease

To assess the role of HIF activation in FH-associated renal cystic disease, we determined if parallel inactivation of Hif-1α or Hif-2α would ameliorate the hyperplastic renal cystic phenotype in mice with renal tubule specific inactivation of *Fh1* (Pollard et al., 2007). Accordingly, mice bearing conditionally inactivated alleles of *Hif-1α* (Cramer et al., 2003; Higgins et al., 2004), *Hif-2α* (Gruber et al., 2007), and *Fh1* (Pollard et al., 2007) were intercrossed with transgenic animals expressing Cre recombinase under the control of a kidney specific cadherin (Ksp) promoter (Shao et al., 2002) to generate mice that were transgenic for Ksp-Cre and homozygous for one or more conditionally inactivated alleles. A total of seven lines were generated as follows: *Fh1^fl/fl^ Ksp-Cre^+/−^* (*Fh1^−/−^*), *Hif-1α^fl/fl^ Ksp-Cre^+/−^* (*Hif-1α^−/−^*), *Hif-2α^fl/fl^ Ksp-Cre^+/−^* (*Hif-2α^−/−^*), *Hif-1α^fl/fl^ Hif-2α^fl/fl^ Ksp-Cre^+/−^* (*Hif-1α^−/−^Hif-2α^−/−^*), *Fh1^fl/fl^ Hif-1α^fl/fl^ Ksp-Cre^+/−^* (*Fh1^−/−^Hif-1α^-^*^/-^), Fh1^fl*/f*^*Hif-2α^fl/fl^ Ksp-Cre^+/−^* (*Fh1^−/−^Hif-2α^−/−^*), and *Fh1^fl/fl^ Hif-1α^fl/fl^ Hif-2α^fl/fl^ Ksp-Cre^+/−^* (*Fh1^−/−^Hif-1α^−/−^Hif-2α^−/−^*). Control animals (*Fh1^+/+^*) were littermates bearing conditional alleles without Ksp-Cre or carrying a wild-type allele with Ksp-Cre. For each allele, PCR amplification of genomic DNA from the kidneys was used to verify efficient tissue-specific recombination (Figure 1A).

To determine whether loss of the Hif genes alone in kidney tubules would generate major abnormalities that might confound assessment of cyst development in the combined *Fh1^−/−^Hif-α^−/−^* genotypes, we first analyzed kidneys from control, *Hif-1α^−/−^*, *Hif-2α^−/−^*, and *Hif-1α^−/−^Hif-2α^−/−^* mice. No major anatomical abnormalities and in particular no cysts were observed by 40 weeks of age in any of these animals (Figure 1B). By comparison, cyst development in *Fh1^−/−^* mice is observed from 13 weeks of age (Figure 2A) and is followed by ill health or death from renal failure by 50–65 weeks (Pollard et al., 2007). We therefore conclude that inactivation of Hif-1α or Hif-2α, either alone, or in combination, is not sufficient to initiate cyst formation or to disrupt the renal tubule architecture.

Next, we analyzed kidneys from mice in which Hif-1α, Hif-2α, or both had been deleted in renal tubules in parallel with Fh1. Histological analysis was performed at 13, 17, and 24 weeks of age (Figure 2A). Combined deletion of Fh1 and Hif-1α in *Fh1^−/−^Hif-1α^−/−^* mice did not ameliorate the development of cystic disease as had been postulated. In contrast, parallel inactivation of Hif-1α strikingly accelerated both the initiation and progression of cystic disease compared with mice lacking Fh1 alone, evidenced by increased numbers of dilated tubules and microcysts that progressed to larger and more frequent cysts. By comparison, cysts were never observed in control mice (Figures 1B and 2B). Quantification of the numbers of microcysts (>0.1 mm) in kidneys from control, *Fh1^−/−^* and *Fh1^−/−^Hif-1α^−/−^* mice at three time points revealed a significant increase in *Fh1^−/−^Hif-1α^−/−^* mice at 13 and particularly at 17 weeks of age as compared with *Fh1^−/−^* mice (p < 0.01). This marked exacerbation of the cystic phenotype is also seen in the numbers of macrocysts (>0.5 mm) observed at 17 and 24 weeks of age (Figure 2B).

The development of renal cysts in mice deficient for the *Vhl* tumor suppressor gene can be repressed by genetic inactivation of the Hif dimerization partner Hif-1β (Arnt) but not Hif-1α; thus suggesting a causal role for Hif-2α in renal cyst development (Rankin et al., 2006). This is in keeping with a potential oncogenic role for HIF-2α in the pathogenesis of clear cell renal cancer (Kaelin, 2007). Since inactivation of Fh1, like Vhl, could potentially result in stabilization of both Hif-α isoforms, we investigated the role of Hif-2α in cyst development in our model. Combined inactivation of Hif-2α and Fh1 failed to ameliorate either the initiation or development of cysts at the three time points analyzed (Figure 2A) and quantification of microcysts and macrocysts showed no differences from Fh1 deficient mice (Figure 2B). These data suggest that distinct mechanisms underlie Vhl- and Fh1-dependent cyst formation.

Although mice subjected to parallel inactivation of Fh1 and Hif-2α were not phenotypically different from animals in which Fh1 alone was inactivated, an inverse relationship between Hif-1α and Hif-2α activity has been proposed previously in some settings (Carroll and Ashcroft, 2006). Therefore, to assess any compensatory or synergistic effects between the two Hif-α isoforms we inactivated both Hif-1α and Hif-2α in combination with Fh1 in the kidney tubules (Figures 2A and 2B). These mice had an apparently identical phenotype to *Fh1^−/−^Hif-1α^−/−^* mice and therefore, at least in the context of this model, Hif-2α does not appear to have a causal role in the cystic phenotype.

### Cyst Development in Fh1-Deficient Mice Is Independent of Phd Inactivation

HIF prolyl hydroxylation is catalyzed by three closely related enzymes, PHD-1, -2, and -3, (also termed Egln2, -1 and -3) (Epstein et al., 2001). Fumarate, which accumulates in cells lacking FH, mimics hypoxia by allosteric inhibition of the PHDs, allowing HIF to escape destruction and to activate transcription (Isaacs et al., 2005; O'Flaherty et al., 2010). Furthermore, PHDs have been proposed to hydroxylate other substrates in addition to HIF and it is plausible that fumarate-mediated PHD inhibition drives oncogenesis via HIF-independent pathways (Luo et al., 2011; Xie et al., 2009). A number of conditional mouse models exist for the Phd enzymes (Aragonés et al., 2008; Fong and Takeda, 2008; Mazzone et al., 2009). Mice lacking both Phd1 and -3 are viable and develop mild erythrocytosis, although levels of Hif-1α or Hif-2α in the kidney remain normal (Takeda et al., 2008), whereas deletion of Phd2 results in an embryonic lethal phenotype (Takeda et al., 2006). Therefore, to investigate the role of Phds in the regulation of Hif and possibly other relevant pathways affecting cyst formation, we generated mice lacking both Phd1 and −3, (*Phd1^−/−^Phd3^−/−^*) or Phd1, -2, and -3 (*Phd1^−/−^Phd2^fl/fl^ Ksp-Cre^+/−^Phd3^−/−^* from herein termed *Phd1^−/−^Phd2^−/−^Phd3^−/−^*). PCR amplification of genomic DNA from the kidneys verified recombination (Figure 1A). Kidney sections were analyzed from Phd knockout mice at two time points, 17 and 24 weeks of age and compared with littermate controls. Whereas kidneys from control animals had no abnormalities, kidneys from *Phd1^−/−^Phd3^−/−^* double knockout mice and *Phd1^−/−^Phd2^−/−^Phd3^−/−^* triple knockout mice developed subtle tubular cell vacuolization, but no dilation or cyst formation (Figure 3A). Since loss of all three Phds in the kidney failed to induce cyst formation, despite the increased levels of Hif-1α (Figures 3B and 3C), we conclude that cystogenesis in *Fh1*-deficient mice is both Hif and Phd independent.

### The NRF2-Mediated Antioxidant Response Pathway Is Activated in FH-Deficient Cysts and Tumors

To gain a better understanding of the molecular mechanisms causing renal cyst development, comparative genome-wide transcript profiling was performed. 

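Kidney RNA from 12 mice, 4 control, 4 *Fh1-/-* and 4 *Fh1-/-Hif-1α-/-*, all aged 15 weeks, was hybridised to Illumina MouseWG-6 v2 BeadChips. The deposited labels call the tissue cysts on all 12 arrays, controls included, whereas the paper describes kidneys. The authors extracted the signals with GenomeStudio and normalized them in GeneSpring GX with a shift to the 75th percentile and the median of all samples as baseline. Their deposited table gives 1 normalized log2 signal per array for 23863 probes, with column medians of 9.32 to 9.35 in control, 9.37 to 9.43 in *Fh1-/-* and 9.36 to 9.47 in *Fh1-/-Hif-1α-/-* kidneys. The log2 scale was checked against Table S1, whose folds the differences of group means follow with slopes of 1 to 1.02 over 488 probes. Which of the stated steps the deposited values hold, and how these probes were chosen from the array, is not given in the paper's text. Each array was shifted to a common 75th percentile, by at most 0.04 on the log2 scale. The 3 groups were fitted together with limma (linear models with moderated variance), and p-values were adjusted by the Benjamini-Hochberg method over all probes. A probe was called changed at an adjusted p under 0.05 and a fold of at least 2, the thresholds of Table S1, and members of gene lists were called at the adjusted p alone. Of the probes, 19906 carry 1 gene symbol (12344 genes), 9 carry several and 3948 none, and a gene with several probes is represented by the brightest of them. The gene lists and the rule for the genes to be named were fixed before the data were examined, after Table S1 and Fig. 4 had been read.

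The arrays differ in ways their labels do not give. On the 6 arrays of replicates 1 and 2 the 1st percentile of signal lies between 7.45 and 7.54, and on the 6 of replicates 3 and 4 between 7.34 and 7.42. The second principal component, with 18% of the variance, parts these sets of arrays, so results are also given within each set or with the set as a block in the fit. Xist, the transcript of the inactive X chromosome, is at 12.07 or above on 5 arrays (1 control, 2 *Fh1-/-* and 2 *Fh1-/-Hif-1α-/-*) and at 7.76 or below on the others, while the labels name no sex. The number of arrays limits the precision of every value.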

Since we observed the largest phenotypic differences in cyst development between control mice and *Fh1^−/−^* or *Fh1^−/−^Hif-1α^−/−^* mice these were chosen as the experimental groups between which we compared gene expression profiles. All mice were aged 15 weeks and therefore in the early stages of cystic disease as determined by histological analysis. 

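Against control kidneys, both knockout groups raised Sprr2g, a small proline-rich protein of the cornified envelope, and Lcn2, which injured tubules secrete. Sprr2g went from 7.64 ± 0.32 (SD, n = 4) on the log2 scale in control to 12.62 ± 0.93 (n = 4) in *Fh1-/-* and 14.27 ± 0.40 (n = 4) in *Fh1-/-Hif-1α-/-* kidneys, a fold of 31.6 (adjusted p = 2.1e-05 from limma) and 99.1 (adjusted p = 1.4e-06). Lcn2 rose 22.3-fold in *Fh1-/-* (log2 fold change 4.48, standard error 0.31) and 55.9-fold in *Fh1-/-Hif-1α-/-* kidneys (5.80, standard error 0.31). Trib3, a pseudokinase of the integrated stress response, rose 9.34-fold and 19-fold. Among the genes with the largest falls were Egf, made by the thick ascending limb, with log2 fold changes of -2.39 in *Fh1-/-* and -3.02 in *Fh1-/-Hif-1α-/-*, and Pvalb, a calcium-binding protein of the distal convoluted tubule, with -3.05 and -2.76. A dimmer probe of Egf fell by 0.35 in *Fh1-/-Hif-1α-/-* and did not pass in *Fh1-/-* kidneys, at -0.24. The kidneys lacking both genes exceeded *Fh1-/-* kidneys in Adh7, a retinol and alcohol dehydrogenase (log2 fold change 1.69, standard error 0.15, adjusted p = 0.00095 from limma), and in Casp14, a caspase of keratinizing epithelium (1.75, standard error 0.21, adjusted p = 0.0059). Sprr2g in control and Casp14 in control and *Fh1-/-* kidneys lie close to the dimmest signals of the arrays, where folds and differences are uncertain because the detection p-values could not be assigned to samples.

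In all, 220 probes were higher and 56 lower in *Fh1-/-* than in control kidneys, and 539 were higher and 258 lower in *Fh1-/-Hif-1α-/-* than in control. By gene these are 157 higher and 36 lower, and 361 higher and 138 lower. Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* kidneys 19 probes were higher and 7 lower, or 14 and 6 genes. Over the 3 groups, limma's test of any difference called 767 probes at the same thresholds. With the array set as a block the 3 comparisons gave 282, 836 and 33 probes, within replicates 1 and 2 alone 207, 1283 and 57, and within replicates 3 and 4 alone 56, 242 and 0 (203 at an unadjusted p under 0.05 from limma in the last case). The 26 probes between *Fh1-/-Hif-1α-/-* and *Fh1-/-* became 10 without *Fh1-/-* replicate 2, 14 without *Fh1-/-* replicate 3, and 16, 15 and 13 without *Fh1-/-Hif-1α-/-* replicates 1, 2 and 3, and without *Fh1-/-* replicate 4 they were 9 higher and 10 lower, without the excess of higher probes. The count of probes lower in *Fh1-/-* than in control was 32, 33 and 34 without *Fh1-/-* replicate 3, *Fh1-/-* replicate 1 and control replicate 1, and 121 without control replicate 4.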

Pairwise comparisons between the above groups revealed 489 mRNAs to be differentially regulated (see Table S1available online), which were then subjected to IPA pathway analysis (Ingenuity Systems, http://www.ingenuity.com) as in Table S2. 

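Genes that Nrf2 is known to activate through antioxidant response elements rose in both knockout groups. Nqo1, a quinone reductase, Hmox1, which breaks down heme, Gclc, the catalytic subunit of the enzyme that makes glutathione's precursor, and Txnrd1, a thioredoxin reductase, were among them, with log2 fold changes of 1.03 for Gclc and 0.86 for Txnrd1 in *Fh1-/-* and 1.12 and 1.35 in *Fh1-/-Hif-1α-/-* kidneys. Cbr3, a carbonyl reductase, rose 12.9-fold (log2 fold change 3.69, standard error 0.29, adjusted p = 2.8e-05 from limma) and 28-fold (4.81, standard error 0.29, adjusted p = 1.4e-06). Akr1b8, an aldo-keto reductase, rose from 8.58 ± 0.11 (SD, n = 4) in control to 11.64 ± 0.37 (n = 4) and 11.73 ± 0.30 (n = 4). The cystine transporter Slc7a11 rose by 2.20 and 3.30 on the log2 scale, and 1 of its 3 other probes pointed the other way in *Fh1-/-Hif-1α-/-* kidneys. Its brightest probe lies close to the dimmest signals of the arrays in control, so the size of its rise is uncertain.

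Of 42 Nrf2 target genes listed from general knowledge, 36 were measured. In *Fh1-/-* kidneys 13 rose (21 rose and 5 fell when adjusted over the list alone), with a median log2 fold change of 0.65. In *Fh1-/-Hif-1α-/-* kidneys 20 rose and 1, Osgin1, fell by 0.65 (23 and 3 adjusted over the list alone), with a median of 0.79. The list stood above other genes in limma's camera test with an estimated correlation, with adjusted p = 0.028 in *Fh1-/-* and 0.023 in *Fh1-/-Hif-1α-/-*. Of the 14 genes of Fig. 4A, 12 rose in *Fh1-/-* and 13 in *Fh1-/-Hif-1α-/-* kidneys (14 and 14 adjusted over the list alone), with medians of 1.26 and 1.73. These 14 were chosen by the study on the same samples and are not independent evidence, and 10 of them are also in the longer list. The longer list was not tested without these 10, so its counts and its camera test are not independent of the study's choice either. Among those of the 14 that rose were the glutathione transferase Gsta4 (log2 fold change 2.50 and 2.95), the conjugate exporter Abcc4 (2.06 and 2.48) and the epoxide hydrolase Ephx1 (1.92 and 2.47). Of 14 macrophage markers measured 8 rose in *Fh1-/-* and 13 in *Fh1-/-Hif-1α-/-* kidneys, as did 8 and 9 of 17 genes of fibroblasts and matrix (1 and 13, and 1 and 8, in a plain test without moderation), though neither list stood above other genes in camera with an estimated correlation (adjusted p = 0.076 and 0.074, and 0.096 and 0.1). Within replicates 1 and 2 alone 10 and 23 of the 36 target genes rose, and within replicates 3 and 4 alone 3 and 10, with medians of 0.73 and 0.90, and 0.45 and 0.67.

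**Figure D1:**
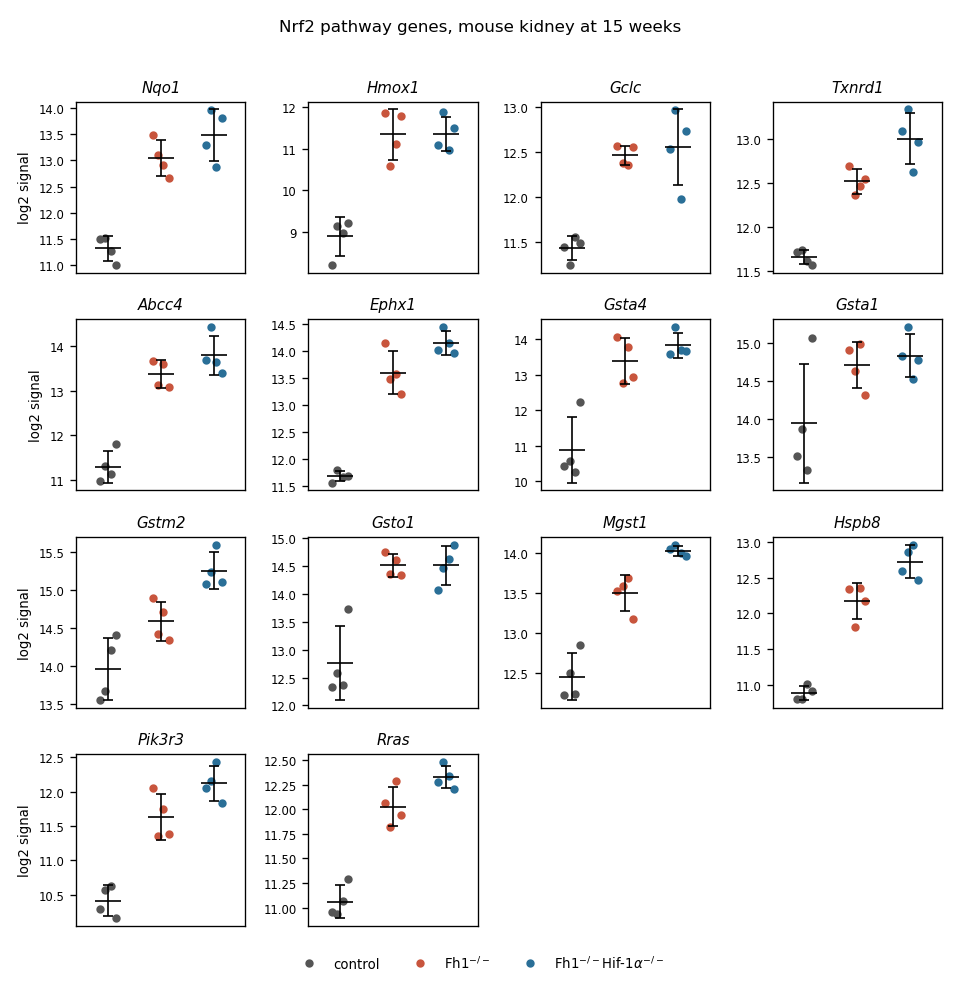
Log2 signal of the 14 genes of Fig. 4A in control, *Fh1-/-* and *Fh1-/-Hif-1α-/-* kidneys at 15 weeks; each dot is 1 array, lines and bars are the mean and SD of 4 arrays, and the axes do not start at 0. Nqo1 rises from 11.32 in control to 13.04 and 13.48, and the brightest Gsta1 probe goes from 13.94 to 14.71 and 14.83 without passing the test.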

The most significant differentially regulated canonical pathway was the Nrf2 -mediated antioxidant pathway which was upregulated in both *Fh1^−/−^* and *Fh1^−/−^Hif-1α^−/−^* mice (Figure 4A).

To validate the results obtained from the microarray analysis and to quantify the differential expression of some genes in the Nrf2- mediated gene pathway we analyzed a subset of genes by quantitative reverse transcription polymerase chain reaction (Q-PCR) in control, *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^* and *Fh1^−/−^Hif-2α^−/−^* mouse kidneys. First, we quantified the expression of *Fh1* and *Hif-1α* (Figure 4B) and confirmed that *Fh1* is significantly reduced (p < 0.05) in the *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^* and *Fh1^−/−^Hif-2α^−/−^* mouse kidneys compared with controls and that *Hif-1α* was significantly reduced (p < 0.05) in the *Fh1^−/−^Hif-1α^−/−^* mouse kidneys compared with controls, *Fh1^−/−^* and *Fh1^−/−^ Hif-2α^−/−^*. 

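On the arrays, the 2 probes of Fh1, which encodes fumarate hydratase, fell in *Fh1-/-Hif-1α-/-* kidneys, and neither passed the test in *Fh1-/-* kidneys. The brighter probe was at 14.25 ± 0.02 (SD, n = 4) in control, 14.12 ± 0.12 (n = 4) in *Fh1-/-* and 13.85 ± 0.17 (n = 4) in *Fh1-/-Hif-1α-/-* kidneys, on the log2 scale. The change was -0.14 (95% interval -0.34 to 0.07, adjusted p = 0.45 from limma; exact permutation test, two-sided p = 0.057) in *Fh1-/-*, and -0.40 (adjusted p = 0.014; exact p = 0.029, the smallest that 4 arrays against 4 allow) in *Fh1-/-Hif-1α-/-*. The dimmer probe gave -0.24 (adjusted p = 0.23) and -0.45 (adjusted p = 0.018). With quantile normalization the brighter probe no longer passed in *Fh1-/-Hif-1α-/-*, at -0.27 (adjusted p = 0.054 from limma).

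The 2 probes of Hif1a, the oxygen-regulated subunit of Hif-1, moved apart. The brighter one was at 9.96 ± 0.35 (SD, n = 4) in control, 10.31 ± 0.17 in *Fh1-/-* and 10.81 ± 0.41 in *Fh1-/-Hif-1α-/-* kidneys, and rose by 0.85 in *Fh1-/-Hif-1α-/-* against control (adjusted p = 0.016 from limma). The dimmer one went from 7.17 ± 0.13 in control to 8.14 ± 0.48 in *Fh1-/-*, a rise of 0.97 (adjusted p = 0.046), and to 6.98 ± 0.49 in *Fh1-/-Hif-1α-/-* kidneys. Its difference between *Fh1-/-Hif-1α-/-* and *Fh1-/-* was -1.16 (adjusted p = 0.099 from limma; exact permutation test, two-sided p = 0.029). The dimmer probe lies near the dimmest signals of the arrays in control and *Fh1-/-Hif-1α-/-* kidneys, so the size of its differences is uncertain. The files do not give the place of these probes relative to the deleted exons, so neither probe need report the deletion. Whole kidney also holds cells that keep both genes. The paper's Q-PCR used the same RNA, however, so such cells cannot account for a difference between the arrays and the Q-PCR. The brighter Hif1a probe no longer passed against control without *Fh1-/-Hif-1α-/-* replicate 2, with a change of 0.78, or without control replicate 1, with 0.81. Within replicates 1 and 2, and within 3 and 4, Fh1 changed by -0.11 and -0.17 in *Fh1-/-* and by -0.50 and -0.30 in *Fh1-/-Hif-1α-/-*.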

Next, gene expression levels were determined for three of the Nrf2 target genes highlighted in the microarray analysis; glutathione S-transferase alpha 1 (*Gsta1*), heme oxygenase 1 *(Hmox1*), and NAD(P)H dehydrogenase [quinone]1 (*Nqo1*) (Figure 4B). 

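In the array values, Hmox1 and Nqo1 rose in both groups, and of the 3 probes of Gsta1 the 2 dimmer ones rose. Hmox1, which degrades heme, was at 8.88 ± 0.47 (SD, n = 4) in control, 11.34 ± 0.60 in *Fh1-/-* and 11.35 ± 0.42 in *Fh1-/-Hif-1α-/-* kidneys, a rise of 5.47-fold (log2 fold change 2.45, standard error 0.31, adjusted p = 0.0011 from limma) and 5.54-fold (2.47, adjusted p = 0.00031). Nqo1 rose 3.29-fold (log2 fold change 1.72, standard error 0.23, adjusted p = 0.0016) and 4.46-fold (2.16, adjusted p = 0.00011). For both genes every knockout array lay above every control array (exact permutation test, two-sided p = 0.029). Within replicates 1 and 2, and within 3 and 4, Hmox1 changed by 2.55 and 2.36 in *Fh1-/-* and by 2.81 and 2.13 in *Fh1-/-Hif-1α-/-*, and Nqo1 by 1.79 and 1.65, and 2.11 and 2.20. On 2 arrays a group, Hmox1 in *Fh1-/-* passed in neither set, and Nqo1 in *Fh1-/-* in that of replicates 1 and 2.

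The brightest probe of Gsta1, a glutathione transferase, was at 13.94 ± 0.78 (SD, n = 4) in control and did not pass the test, with log2 fold changes of 0.77 (adjusted p = 0.18 from limma) in *Fh1-/-* and 0.89 (adjusted p = 0.071) in *Fh1-/-Hif-1α-/-*. Another probe rose from 8.10 ± 0.69 in control to 12.30 ± 0.50 and 13.11 ± 0.71, log2 fold changes of 4.19 (standard error 0.39, adjusted p = 0.00013) and 5.00 (adjusted p = 1.3e-05). In control it lies close to the dimmest signals of the arrays except on replicate 4, at 9.13, so the size of its rise is uncertain. The remaining probe rose by 2.77 and 3.36. Gsta1 has near-identical paralogs, and the files do not say which of them each probe detects. Without control replicate 4 the brightest probe rose in both groups, by 1.14 and 1.27.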

All three transcripts were increased very significantly in *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^* and *Fh1^−/−^Hif-2α^−/−^* mouse kidneys compared with controls (p < 0.02). Also, we confirmed that expression of the Hif target gene pyruvate dehydrogenase kinase, isozyme 1 (*Pdk1*) was increased in *Fh1^−/−^* kidneys, but was reduced by parallel Hif-1α or Hif-2α deletion (Figure 4B). 

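On the arrays, Pdk1, the kinase that shuts off pyruvate dehydrogenase, rose in *Fh1-/-* kidneys and was lower again in *Fh1-/-Hif-1α-/-* kidneys. Its log2 signal was 10.26 ± 0.08 (SD, n = 4) in control, 11.57 ± 0.42 in *Fh1-/-* and 10.47 ± 0.25 in *Fh1-/-Hif-1α-/-*, a 2.49-fold rise in *Fh1-/-* (log2 fold change 1.32, standard error 0.18, adjusted p = 0.0020 from limma) and a change of 0.21 (adjusted p = 0.48) in *Fh1-/-Hif-1α-/-*. Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* it fell by 1.11 (adjusted p = 0.04). A dimmer probe of Pdk1 ran the same way between these groups but did not pass the test, at 0.28 in *Fh1-/-* against control and -0.38 in *Fh1-/-Hif-1α-/-* against *Fh1-/-*. Mgarp, a mitochondrial protein induced by hypoxia, rose by 4.01 in *Fh1-/-* (adjusted p = 5.3e-06) and fell by 2.89 from there in *Fh1-/-Hif-1α-/-* kidneys (adjusted p = 0.00035), and Fam162a, another hypoxia-induced mitochondrial protein, fell by 1.34 (adjusted p = 0.001). Mgarp and the dimmer Pdk1 probe lie close to the dimmest signals of the arrays in control, so the size of their differences is uncertain.

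Of 37 Hif target genes listed from general knowledge, 33 were measured. In *Fh1-/-* kidneys 13 rose and 1, Car12, fell by 0.53 (18 and 1 adjusted over the list alone, 7 and 0 in a plain test without moderation), with a median log2 fold change of 0.47 and adjusted p = 0.028 from camera with an estimated correlation. Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* kidneys 5 fell, Ankrd37, Pdk1, Higd1a, Ldha and Pgk1 (15 adjusted over the list alone; 0 in the plain test, 17 unadjusted), with a median of -0.32 and adjusted p = 0.0091 in the same set test. In *Fh1-/-Hif-1α-/-* against control 7 rose and 2, Car12 and Gapdh, fell (9 and 4 adjusted over the list alone), with a median of 0.00 and adjusted p = 0.67. Those that rose there include the glucose transporter Slc2a1, at 1.38 in *Fh1-/-* and 1.51 in *Fh1-/-Hif-1α-/-*, and Egln3, which encodes Phd3, at 1.42 and 1.11. The 2 dimmer probes of Egln3 did not pass, at 0.01 and 0.48 (adjusted p = 0.97 and 0.1) in *Fh1-/-* and -0.11 and 0.26 in *Fh1-/-Hif-1α-/-*.

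Of the 12 fits that leave out 1 array, Pdk1 passed between *Fh1-/-Hif-1α-/-* and *Fh1-/-* in 2, those without *Fh1-/-* replicate 4 or control replicate 4, at -1.31 to -0.99 over all 12, and the 5 members that fell became 1 to 3 without any array other than control replicate 4. Within replicates 1 and 2, and within 3 and 4, the median of the Hif list was 0.53 and 0.35 in *Fh1-/-* against control, with 4 and 0 members rising in limma (20 and 14 at an unadjusted p under 0.05), and -0.38 and -0.36 between *Fh1-/-Hif-1α-/-* and *Fh1-/-*, with 1 and 0 falling (16 and 13).

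**Figure D2:**
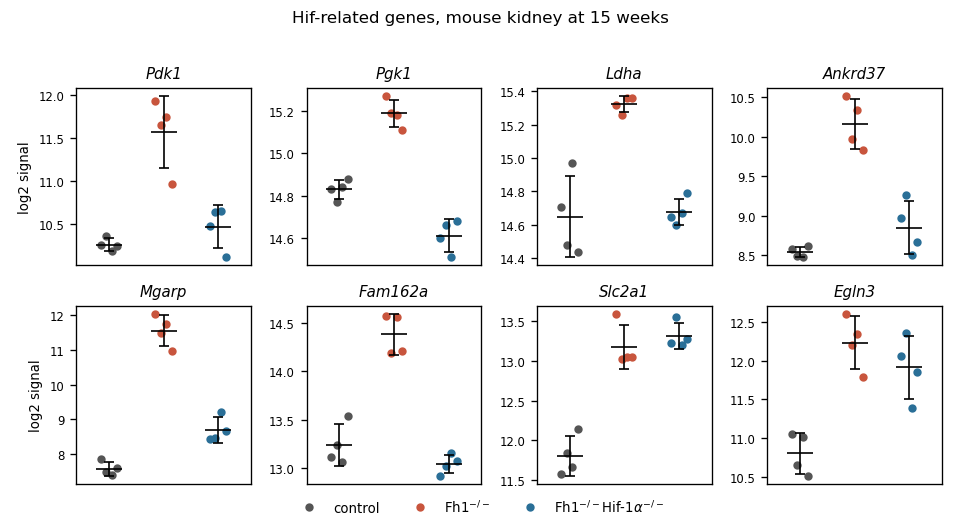
Log2 signal of 8 genes induced by hypoxia in control, *Fh1-/-* and *Fh1-/-Hif-1α-/-* kidneys; each dot is 1 array, lines and bars are the mean and SD of 4 arrays, and the axes do not start at 0. Pdk1 goes from 10.26 to 11.57 and 10.47, while Slc2a1 stays high in *Fh1-/-Hif-1α-/-* kidneys.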

To confirm changes in the expression of Fh1, Hif-1α, Nrf2, and Nqo1 at a cellular level, we undertook immunohistochemistry (IHC) on kidney sections from *Fh1^−/−^* and *Fh1^−/−^Hif-1α^−/−^* mice at 17 weeks of age. IHC staining confirmed that Fh1 (Figure 4C) is deleted in the cysts, but in both groups continues to be expressed in the interstitium and in a proportion of the renal tubules. Hif-1α is stabilized in the nuclei of cells lining the cysts in *Fh1^−/−^* kidneys while this staining is absent in the *Fh1^−/−^Hif-1α^−/−^* kidneys (Figure 4C). Renal cysts from both groups manifest increased nuclear expression of Nrf2; elevated expression in cysts was particularly striking for *Nqo1* as compared with the interstitium and some noncystic tubules (Figure 4C). Similarly, strong staining was observed for NRF2 and NQO1 exclusively in the tumor cells and not the stroma in FH-associated Type 2 pRCC (Figure 4D).

Thus, we conclude that expression of Nrf2, and some Nrf2 target genes, are elevated in those kidney tubule cells that have lost Fh1 and line renal cysts, and that, at least in the mouse model, this occurs independently of Hif-1α and Phds and at an early stage of renal cyst formation. Furthermore, elevated levels of these genes can be detected specifically in the tumor cells of HLRCC-associated Type 2 pRCC.

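Gene by gene and by their brightest probes, the Nrf2 target genes in *Fh1-/-Hif-1α-/-* kidneys were at levels limma did not part from those in *Fh1-/-* kidneys. As a set they leaned higher in *Fh1-/-Hif-1α-/-*, and the set tests differed. The difference between *Fh1-/-Hif-1α-/-* and *Fh1-/-* kidneys was 0.02 on the log2 scale (95% interval -0.65 to 0.69, adjusted p = 1 from limma) for Hmox1 and 0.44 (95% interval -0.07 to 0.94, adjusted p = 0.66) for Nqo1. A dimmer probe of Mgst1, a microsomal glutathione transferase, did pass, higher by 1.07 in *Fh1-/-Hif-1α-/-* (adjusted p = 0.0059), where the brightest gave 0.54 (adjusted p = 0.19). Of the 36 measured target genes 0 passed between these groups with limma by the brightest probe and 1 by any probe, while 11 were higher and 1 lower at an unadjusted p under 0.05 (9 and 1 with a plain test without moderation). The list's median difference was 0.14, on the side of higher in *Fh1-/-Hif-1α-/-* kidneys, with 31 of the 36 above 0. Camera gave adjusted p = 0.12 with an estimated correlation and 3.2e-05 with the preset one. In limma's fry, a set test that does not weigh a list against other genes, the adjusted p was 0.041. When adjusted over the list alone 10 were higher and 1 lower in *Fh1-/-Hif-1α-/-*.

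Nfe2l2, the gene of Nrf2 itself, had a log2 signal of 10.93 ± 0.24 (SD, n = 4) in control, 11.07 ± 0.32 in *Fh1-/-* and 11.15 ± 0.58 in *Fh1-/-Hif-1α-/-* kidneys. Its changes against control were 0.14 (95% interval -0.41 to 0.69, adjusted p = 0.81 from limma) and 0.22 (95% interval -0.33 to 0.77, adjusted p = 0.6). Keap1, the adaptor that marks Nrf2 for degradation, changed by 0.09 (adjusted p = 0.62) and 0.20 (adjusted p = 0.14). In replicates 1 and 2, and in 3 and 4, Nfe2l2 changed by 0.02 and 0.26 in *Fh1-/-* and by -0.21 and 0.65 in *Fh1-/-Hif-1α-/-*. From the transcripts, together with its staining of cysts, the paper concludes that Nrf2 and some of its target genes are raised in cyst-lining tubule cells that lost Fh1. At least in the mouse model, it holds this to be independent of Hif-1α and Phds. It reports raised levels in tumor cells separately.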

### Loss of Fh1 Directly Upregulates the NRF2-Mediated Antioxidant Pathway

The findings of increased expression of Nrf2 and Nrf2 target genes in *FH* mutant material from both hyperplastic cysts of knockout mice and human tumors indicate that the Nrf2-mediated antioxidant response is activated during the development of FH-associated disease. To determine if this occurs as a direct consequence of Fh1 inactivation, rather than indirectly in response to subsequent pathology, we analyzed changes in the expression of Nrf2 target genes and other relevant proteins in vitro in wild-type and *Fh1^−/−^* mouse embryonic fibroblasts (MEFs) and isogenic stable *Fh1^−/−^* transfectants re-expressing human FH (*Fh1^-/^*^-^+FH) (O'Flaherty et al., 2010). In normal cells, the activity of the NRF2 pathway is controlled by KEAP1; a component of an E3 ubiquitin ligase complex that targets NRF2 for degradation (Zhang, 2006). Mutation, deletion, or oxidation of KEAP1 leads to accumulation of nuclear NRF2, enhanced binding to antioxidant response elements (AREs) and activation of downstream target genes (Hayes et al., 2010; Taguchi et al., 2011; Zhang, 2010). To assay the activity of this pathway in MEFs we prepared nuclear and cytoplasmic fractions and analyzed Nrf2, Keap1 and Nqo1 by immunoblotting (Figure 5A). Increased levels of Nrf2 were observed in both the nuclear and cytosolic fractions of *Fh1^−/−^* cells compared with either wild-type cells, or to two independent *Fh1^−/−^*+FH clones. Whereas the level of Keap1 was unaffected by FH status, Nqo1 was clearly increased in *Fh1^−/−^* MEFs relative to the other cell lines.

Since, in addition to NRF2, a complex network of transcription factors, including NRF1, can be recruited to the AREs to modulate transcriptional activity (Biswas and Chan, 2010; Nguyen et al., 2003) we asked whether activation of the antioxidant response observed in Fh1-deficient cells was directly mediated by Nrf2. We therefore depleted Nrf1 or Nrf2 by siRNA in *Fh1^−/−^* or wild-type MEFs. The cells were transfected at 0h and 24h and harvested at 48h for analysis. Efficient and specific knockdown of both Nrf1 and Nrf2 was confirmed at the protein level (Figure 5B). In both cell types, the expression levels of *Gsta1*, *Hmox1*, and *Nqo1* were reduced by depletion of Nrf2, but not by either Nrf1 knockdown, or a non-targeting control (Figure 5C). To determine whether NRF2 also mediates upregulation of the antioxidant pathway in human FH-associated cancer we performed siRNA knockdown of NRF2 in UOK 262 cells, derived from lymph node metastases in an HLRCC patient with aggressive recurring kidney cancer (Yang et al., 2010). Efficient depletion of NRF2 was confirmed by immunoblotting (Figure 5D) and associated with striking reduction of *HMOX1* and *NQO1* (Figure 5E). Taken together, the data indicate that activation of the Nrf2 pathway occurs as a direct consequence of inactivation of FH in mouse and human cells.

### Upregulation of the NRF2-Mediated Antioxidant Pathway Is Independent of HIF Prolyl Hydroxylase Activity

As shown in Figure 4, upregulation of Nrf2 and its target genes *Gsta1*, *Hmox1*, and *Nqo1* were observed in kidneys from *Fh1^−/−^*, *Fh1^−/−^ Hif-1α^−/−^*, and *Fh1^−/−^ Hif-2α^−/−^* mice, suggesting that this occurs independently of Hif. Similarly, Nrf2 and Nqo1 are both increased in cells lining Fh1-associated renal cysts. To further test any relationship to the Hif/Phd pathway we generated PhdΔ123 MEFs that lack all three of the Phd enzymes. Validation of the genotype and confirmation of upregulation of Hif-1α and Hif target genes in these cells is provided in Figure S1. We then compared expression of *Gsta1*, *Hmox1*, and *Nqo1* and the Hif target genes Hexokinase 2 (*Hk2*), *Pdk1* and Glucose transporter 1 (*Slc2a1*) in wild-type, *Fh1^−/−^*, *Fh1^−/−^*+FH, and PhdΔ123 MEFs. Q-PCR analysis (Figure 5F) demonstrated that while *Fh1^−/−^*MEFs express significantly elevated levels of both antioxidant response and Hif-target genes, PhdΔ123 MEFs upregulated Hif-target genes, but not antioxidant response genes. Thus we conclude that upregulation of the antioxidant response pathway in Fh1 deficient cells occurs entirely independently of Hif/Phd dysregulation.

### Upregulation of the Nrf2-Mediated Antioxidant Pathway Is Independent of Mitochondrial Dysfunction

In previous work, we have demonstrated that the intracellular accumulation of fumarate in *Fh1^−/−^* cells can be corrected in the face of a persistent defect in mitochondrial oxidative metabolism by the re-expression of an extramitochondrial form of human FH (*Fh1^−/−^*+FHΔMTS) (O'Flaherty et al., 2010). Therefore, to distinguish whether Nrf2 activation was a consequence of accumulated fumarate or the mitochondrial defect, we compared Keap1, Nrf2, and Nqo1 protein levels between wild-type, knockout, and *Fh1^−/−^*+FHΔMTS MEFs. Only *Fh1^−/−^* MEFs showed elevated levels of Nrf2 and Nqo1, whereas the *Fh1^−/−^*+FHΔMTS MEFs restored the Nrf2 and Nqo1 levels to those of wild-type MEFs (Figure 5G). Similarly, expression of *Gsta1*, *Hmox1*, and *Nqo1* were elevated only in the *Fh1^−/−^* MEFs as compared with wild-type and *Fh1^−/−^*+FHΔMTS MEFs (Figure 5H). Elevation of the Hif target gene *Pdk1* was observed in only the Fh1 knockout MEFs (Figure 5H), consistent with previous work (O'Flaherty et al., 2010). Taken together, these findings suggest that activation of Nrf2 signaling occurs as a direct consequence of fumarate accumulation in *Fh1^−/−^* cells, rather than as a consequence of defective oxidative metabolism.

### Loss of FH Causes Succination of Cysteine Residues of KEAP1 and Abrogation of Its Function to Repress NRF2 Activity

Since the NRF2-KEAP1 pathway is regulated by critical cysteine residues in KEAP1 and proteins containing succinated cysteine residues are detected readily in FH-deficient cells and tumors (Bardella et al., 2011), we postulated that the succination of cysteine residues in Keap1 might account for the increased levels of Nrf2 and its downstream targets observed in Fh1 deficient cells and tissues.

We were unable to immunoprecipitate endogenous Keap1 with available antibodies; therefore to determine if Keap1 was indeed subject to succination in Fh1 defective cells we generated *Fh1^+/+^* and *Fh1^−/−^* MEFs stably expressing KEAP1-V5 and confirmed cytoplasmic localization of KEAP1 by immunofluorescence (IF) (Figure 6A). To test the function of KEAP1, we analyzed Nrf2 and Nrf2 target gene expression in these cells and demonstrated that as expected, stable expression of KEAP1-V5 reduced levels of Nrf2 protein, and *Gsta1*, *Hmox1*, and *Nqo1* transcript levels in *Fh1^+/+^* MEFs. In contrast, expression of KEAP1-V5 in *Fh1^−/−^* MEFs increased levels of these transcripts indicating that KEAP1 function was strikingly affected by Fh1 status. Furthermore, only KEAP1-V5 immunoprecipitated from *Fh1^−/−^* MEFs exhibited strong immunoreactivity for 2SC (Figure 6B, top panel) implying that at least some cysteine residues within KEAP1 were succinated specifically by high levels of fumarate within *Fh1^−/−^* cells (Figure 6B).

To identify the site(s) of modification in KEAP1 precisely, V5 immunoprecipitates from the KEAP1-V5 transfectants were subject to enzymatic digestion with trypsin, chymotrypsin or elastase and subsequent analysis by tandem mass spectrometry (UPLC-MS/MS). This revealed mass increments of 116.01 Da corresponding precisely to the predicted mass of the succinyl modification on 17 peptides derived from *Fh1^−/−^* but not *Fh1^+/+^* transfectants (Table 1). MS/MS analysis identified succination modification at residues Cys38, Cys151, Cys241, Cys288, Cys319, and Cys613 (Table 1 and Figure 6D). Cys151 and Cys288 have previously been implicated in the regulation of KEAP1 activity by oxidant stress (Nguyen et al., 2009).

Precise quantification of the extent of modification by MS/MS is difficult since the ionization efficiency of modified and unmodified peptide species may differ. However, the addition of two carboxyl residues in the succinated peptide would be predicted to impair ionization, suggesting that succination might be underestimated. The abundance of modified peptides therefore supports the existence of very high levels of succination on KEAP1. Susceptibility of cysteine residues to succination varies, and previous studies have indicated that high pKa thiols such as those found in glutathione (GSH) or N-acetylcysteine are not efficiently targeted for succination (Alderson et al., 2006; Blatnik et al., 2008a). Consistent with this, we observed normal or somewhat elevated levels of reduced GSH in *Fh1^−/−^* kidneys, despite high levels of fumarate (Figure S2), therefore suggesting that fumarate does not react directly with GSH.

Taken together, our results suggest that increased levels of fumarate in *Fh1^−/−^* cells promote activation of the Nrf2 antioxidant response pathway by succination of specific redox sensitive cysteine residues in KEAP1 (Figure 7) and not by general oxidant stress.

## Discussion

The unexpected demonstration that the gene encoding the Krebs cycle enzyme fumarate hydratase conforms to the classical genetic model of a tumor suppressor, predisposing individuals carrying germline mutations to cancers bearing somatic inactivation of the second allele (Tomlinson et al., 2002), has raised great interest in defining the associated oncogenic pathway(s).

Structural, biochemical, and biological analyses have established that fumarate, which accumulates in FH-defective cells, binds to PHDs and inhibits their catalytic activity leading to upregulation of HIF transcriptional pathways, as occurs in hypoxia (Hewitson et al., 2007; Koivunen et al., 2007). Hypoxia and activation of the HIF system are commonly associated with aggressive cancer (Harris, 2002), but despite intense investigation, cause and effect have remained difficult to distinguish. Since HIF activation is a direct consequence of inactivation of the FH tumor suppressor, irrespective of hypoxia, this link might indicate causality. Indeed, striking activation of HIF was observed in the mouse model described above and in FH-associated human cancer, as well as in tumors linked to inactivation of the succinate dehydrogenase enzyme complex and mutations in genes encoding isocitrate dehydrogenases 1 and 2, which have also been defined as tumor suppressors or oncogenes (Pollard and Ratcliffe, 2009)).

Our findings clearly demonstrate that despite striking activation of Hif and a number of Hif-target genes in Fh1-deficient cells, neither upregulation of Hif nor inactivation of the Phds is required or responsible for the hyperplastic cystic phenotype observed in the mouse model. Surprisingly we found that, rather than ameliorating cyst development, combined inactivation of Hif-1α (but not Hif-2α) and Fh1, greatly exacerbated cystic hyperplasia. Thus, in this setting, upregulation of Hif-1α appears to exert an antiproliferative effect. While this is apparently at odds with the frequently observed upregulation of HIF-1α in cancer, it is consistent with emerging evidence for differential effects of HIF-1α and HIF-2α in tumor biology. HIF-1α antagonizes MYC function, whereas HIF-2α promotes MYC activity (Gordan et al., 2007), and overexpression of HIF-1α and HIF-2α have contrasting effects on the growth of experimental tumors from VHL-defective RCC lines (Raval et al., 2005). Furthermore, mutational analyses reveal a modest but significant prevalence of HIF-1α inactivating mutations in VHL-associated clear cell RCC (Dalgliesh et al., 2010; Morris et al., 2009; Shen et al., 2011). Nevertheless, the finding that inactivation of Hif-2α had no effect on Fh1-associated cystic disease either alone, or in combination with Hif-1α inactivation, differs from findings reported in a similar mouse model of VHL-associated renal neoplasia. In this latter model, combined inactivation of Arnt, but not Hif-1α, ameliorated Vhl-associated renal cystic disease, implying that Hif-2α might be responsible for the cyst development associated with Vhl loss (Rankin et al., 2006). Hence, we conclude that despite the common activation of HIF pathways in VHL- and FH-associated neoplasia, the oncogenic mechanisms are likely to be different.

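Against control, most probes called in *Fh1-/-* kidneys were also called in *Fh1-/-Hif-1α-/-* kidneys. Of the 220 higher and 56 lower probes in *Fh1-/-*, 182 and 46 were called the same way in *Fh1-/-Hif-1α-/-*, and 0 were called in opposite directions. Across genes, which are not independent replicates, the changes in the 2 groups correlated at 0.853, where unchanged groups simulated against the same controls gave 0.499, and controls split so that each group had its own 2 gave 0.641. Their covariance was 0.134, or 0.112 above the simulated 0.0219, and 82.2% of probes changed in the same direction (66.6% in the simulation).

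Genes of the integrated stress response, through which ATF4 raises amino acid synthesis and transport, rose together in both groups. Of 26 measured, 14 rose in *Fh1-/-* kidneys (20 rose and 1 fell adjusted over the list alone, and 5 rose in a plain test without moderation; median 0.90), and 21 rose and 1, Shmt2, fell in *Fh1-/-Hif-1α-/-* (23 and 2, and 17 and 1; median 1.20). Atf5, a transcription factor of this response, rose by 3.03 and 3.17, and Aldh1l2, a mitochondrial folate enzyme, by 2.79 in both. Of 18 measured p53 targets, 4 rose in *Fh1-/-*, Cdkn1a, Phlda3, Plk2 and Btg2 (9 adjusted over the list alone) and 10 in *Fh1-/-Hif-1α-/-* (10 alone), led by Cdkn1a, the cell cycle inhibitor p21, which rose 6.08-fold and 8.1-fold, and Phlda3, a repressor of Akt, at log2 fold changes of 1.57 and 2.50. Of 21 measured genes of proliferation, 4 rose in *Fh1-/-*, Uhrf1, Prc1, Anln and Cdk1 (8 adjusted over the list alone, 2 in the plain test) and 15 in *Fh1-/-Hif-1α-/-* (17 higher and 1 lower alone, 9 in the plain test), such as Uhrf1, which maintains DNA methylation, at 1.12 and 1.62. In camera with an estimated correlation the stress list had adjusted p = 0.028 and 0.036, the p53 list 0.028 and 0.023, and the proliferation list 0.085 and 0.048. In replicates 1 and 2 alone 8 and 22 stress genes rose, and within 3 and 4 alone 7 and 8; for p53 targets the counts were 2 and 10, and 1 and 3, and for proliferation in *Fh1-/-Hif-1α-/-* 15 and 1.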

Combined inactivation of Fh1 and Hif-1α in our mouse model enabled Fh1 dependent changes in transcript profiles to be interrogated without confounding influences from activation of extensive HIF-dependent transcriptional cascades and revealed striking activation of the Nrf2-mediated antioxidant signaling pathway. Further analyses in cell lines derived from *Fh1^−/−^* MEFs, mouse cystic tissues and FH-associated human cancer demonstrated that activation of the canonical NRF2 antioxidant pathway arose as a direct consequence of FH inactivation. Though we cannot exclude other influences on Nrf2 dysregulation, the demonstration of high levels of succination on critical cysteine residues in KEAP1, the abnormal activity of transfected KEAP1 in *Fh1^−/−^* cells and the maintenance of GSH levels in Fh1^−/−^ cells all argue that Nrf2 activation results from succination of KEAP1 rather than general oxidant stress, at least under the conditions of these experiments (Figure 7). NRF2 acts as a master regulator controlling the ability of mammalian cells to adapt rapidly to stress caused by oxidants and electrophiles, through the induction of ARE containing genes (Nguyen et al., 2003). KEAP1 complexes with Cullin 3 (CUL3) forming an ubiquitin E3 ligase that degrades NRF2. Although not fully understood, the interactions by which KEAP1 controls the levels of NRF2, its cellular localization and transcriptional activity are complex. However, all current models propose that cysteine residues of KEAP1 are modified in response to oxidative stress, resulting in compromised function of the ubiquitin E3 ligase complex that effects proteasomal degradation of NRF2 and enhanced NRF2 stability (Nguyen et al., 2009).

Given that succination of multiple proteins occurs in FH-defective cells and tumors (Bardella et al., 2011), we enquired whether defective KEAP1 function in Fh1 deficient cells might be associated with succination of critical regulatory cysteine residues. MS/MS analysis provided clear evidence of succination on KEAP1 residues Cys151 and Cys288 in association with defective regulation of Nrf2 in *Fh1^−/−^* cells. These two residues are among those cysteines, Cys23, 151, 273, 288, and 613, that are conserved between mouse and human and which have been identified as having functional roles in the activity of Keap1 (Hayes et al., 2010; McMahon et al., 2010; Taguchi et al., 2011). Transgenic complementation studies have shown that Cys273 and 288 are essential for Keap1 to repress Nrf2 activity in vivo, while Cys151 is important in facilitating Nrf2 activation in studies with MEFs from a Keap1 (C151S) transgenic mouse model (Yamamoto et al., 2008). Although Cys613 is part of a zinc sensor system (McMahon et al., 2010) and might be modified by fumarate leading to zinc signaling (Cousins et al., 2006) our microarray data and pathway analyses do not suggest that this pathway is dysregulated in Fh1-associated cystic disease.

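Genes of zinc transport and of the zinc-sensing factor MTF1 showed no movement in a common direction in these kidneys. Of 23 listed, 22 were measured. In *Fh1-/-* kidneys 1 rose, Slc39a6, a zinc importer, by 0.70 (adjusted p = 0.014 from limma), as it did when adjusted over the list alone. In *Fh1-/-Hif-1α-/-* kidneys Slc39a6 rose by 0.99 (adjusted p = 6e-04), while the zinc transporters Slc30a2 and Slc39a8 fell by 1.51 (adjusted p = 0.034) and 0.50 (adjusted p = 0.030), which makes 1 and 2 (1 and 4 adjusted over the list alone). The list's median log2 fold change was -0.03 in *Fh1-/-* and -0.06 in *Fh1-/-Hif-1α-/-*, with adjusted p = 0.82 and 0.74 from camera with an estimated correlation. Both measures look for a common direction, and the list mixes zinc importers with other zinc genes, so opposed changes would not show. Limma's fry test of changes in either direction passed in both groups (adjusted p = 0.0061 and 3.6e-06), as it did for most lists. Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* 0 members passed with limma, and 1 was higher at an unadjusted p under 0.05 (0 with a plain test without moderation; median -0.02). Slc39a6 in *Fh1-/-* no longer passed without *Fh1-/-* replicate 1 (0.63), *Fh1-/-* replicate 3 (0.66) or control replicate 1 (0.64). In *Fh1-/-Hif-1α-/-*, Slc30a2 no longer passed without *Fh1-/-Hif-1α-/-* replicate 2 (-1.40) or 3 (-1.30) or control replicate 1 (-1.31), 2 (-1.49) or 3 (-1.38), and Slc39a8 without *Fh1-/-Hif-1α-/-* replicate 2 (-0.54), 3 (-0.40) or 4 (-0.50) or control replicate 2 (-0.53) or 4 (-0.39).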

Interestingly, a recent study has described activation of Nrf2 by exogenous fumarate both in vitro and in vivo (Linker et al., 2011); similar to our findings, they provide direct evidence that KEAP1 is modified at Cys151, though not at Cys288. Whereas this study utilized cell permeable fumaric acid esters (mono- and dimethylfumarate), we have demonstrated that pathophysiological levels of fumarate associated with cancer are sufficient to succinate KEAP1 and activate Nrf2 signaling.

To our knowledge, mutations of *KEAP1*, *NRF2*, or downstream target genes, which might shed further light on the role of this pathway in FH-associated oncogenesis, have not yet been described in Type 2 pRCC. Given the extensive transcriptional cascade regulated by NRF2, whether and how dysregulation of KEAP1/NRF2 signaling drives oncogenesis requires further investigation. However, both *KEAP1* and *NRF2* somatic missense mutations have been identified in a variety of tumors. Moreover, functional assays and the clustering of mutations at sites that disrupt KEAP1/NRF2 regulation have suggested that dysfunction of KEAP1 contributes in some way to oncogenesis in these settings (Hayes and McMahon, 2009; Taguchi et al., 2011). Though KEAP1/NRF2 dysregulation has been considered as an adaptive response that might particularly affect later stages of oncogenesis, recent data in mouse models of pancreatic and lung cancer, where Nrf2 ablation was associated with reduced cellular proliferation, have suggested an early effect (DeNicola et al., 2011). Our data indicating that Nrf2 dysregulation occurs early in the course of hyperplastic cyst development, as a direct consequence of Fh1 inactivation, are consistent with this possibility.

In summary, our investigations have revealed that despite the striking upregulation of the HIF transcriptional cascade in FH-associated neoplasia, these pathways do not appear to contribute to hyperplastic renal cyst formation, at least in a mouse model that recapitulates many features of the human disease; rather, our findings have raised the possibility of an alternative oncogenic action of fumarate through the activation of antioxidant response pathways by succination of KEAP1, and possibly other proteins with tumor suppressor functions.

## Experimental Procedures

### Mice

All experimental procedures were in line with AACR guidelines and passed ethical review by Oxford University's Medical Sciences divisional Local Ethical Review panel. Experiments were performed under UK Home Office regulations, as required by the terms of the Animal (Scientific Procedures) Act 1986. The *Fh1, Hif-1α*, and *Hif-2α* conditional knockout and *Ksp-cre* mice have all been described previously (Gruber et al., 2007; Higgins et al., 2004; Pollard et al., 2007; Shao et al., 2002) as have the *Phd1*, -*2,* and -*3* knockout mice (Aragonés et al., 2008; Mazzone et al., 2009). Each line had been backcrossed with C57/BL6J for at least five generations and was intercrossed to obtain littermates for the appropriate genotypes. Genotyping was determined by PCR (details on request).

### Microarray Analysis

Total RNA was extracted from each sample using a miVana kit (Ambion). The RNA quantity and quality were determined using the Agilent BioAnalyzer 2100 (Agilent Technologies). Gene expression data were obtained by hybridizing a total of 12 mouse samples from three experimental groups: control, *Fh1^−/−^* and *Fh1^−/−^Hif-1α^−/−^* (n = 4 per group) to Illumina MouseWG-6 BeadChips. Chips were scanned with Illumina BeadArray Reader; GenomeStudioV2010.1 (Illumina Inc) was used for data extraction. Data was imported to GeneSpring GX 11.0.2 (Agilent Technologies, Inc., Santa Clara, CA) normalized with Shift to 75 percentile and baseline transformed to median of all samples to identify significantly differentially expressed genes which were then subject to IPA pathway analysis (Ingenuity Systems, http://www.ingneuity.com).

## Figures and Tables

**Figure 1:**
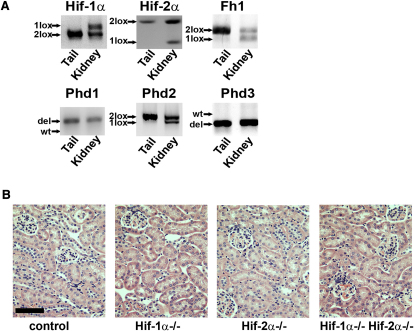
Loss of Hif-α Does Not Initiate Renal Cyst Formation (A) Representative blots of the PCR amplification of genomic DNA from tails and kidneys of mice lacking combinations of *Fh1*, *Hif-1α*, *Hif-2α*, *Phd1*, *Phd2*, and *Phd3* alleles. These show that *Phd1* and *Phd3* are constitutively deleted, whereas null alleles for *Fh1*, *Hif-1α*, *Hif-2α*, and *Phd2* are present only in DNA from the kidney, generated as a consequence of excision of floxed alleles by Ksp-cre in the tubules. (B) H&E staining of kidney sections from control, *Hif-1α^−/−^*, *Hif-2α^−/−^*, and *Hif-1α^−/−^ Hif-2α^−/−^* mice showing that there is no renal cyst development by 40 weeks of age; scale bar = 100 μm.

**Figure 2:**
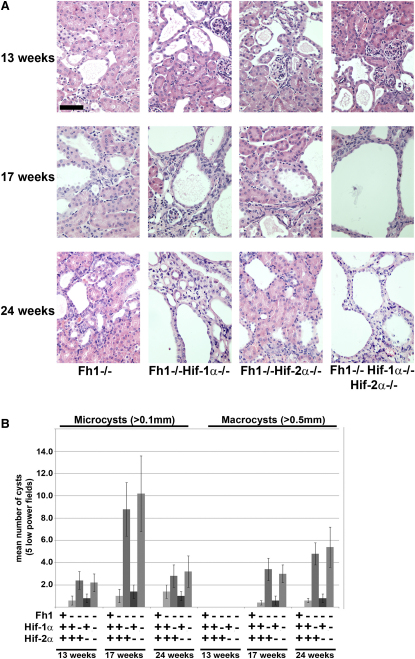
Renal Cyst Formation in Fh1-Deficient Mice Is Independent of the Hif-α Pathway (A) H&E staining of kidney sections from *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^*, *Fh1^−/−^Hif-2α^−/−^*, and *Fh1^−/−^Hif-1α^−/−^ Hif-2α^−/−^* mice at 13, 17, and 24 weeks of age illustrating the development of renal cysts; scale bar = 100 μm. Increased numbers of dilated tubules and microcysts are evident initially, leading to increased size and frequency of cyst formation where Hif-1α is deleted. (B) Analysis of the numbers of microcysts (>0.1 mm) and macrocysts (>0.5 mm) in kidneys from control, *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^*, *Fh1^−/−^Hif-2α^−/−^*, and *Fh1^−/−^Hif-1α^−/−^Hif-2α^−/−^* mice at 13, 17, and 24 weeks of age. Five low-power fields were assessed for cyst numbers from mice in each group (n = 4). Error bars indicate ± 1 SD.

**Figure 3:**
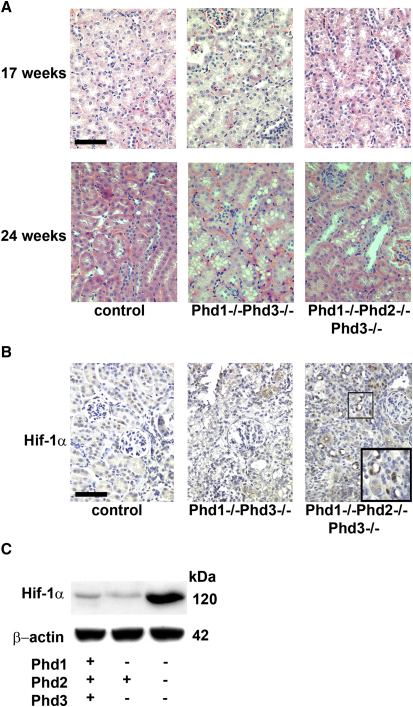
Loss of Prolyl Hydroxylase Domain Enzymes Does Not Initiate Renal Cyst Formation (A) H&E staining of sections of kidneys from wild-type control, *Phd1^−/−^Phd3^−/−^* and *Phd1^−/−^Phd2^−/−^Phd3^−/−^* mice at 17 and 24 weeks of age confirming the absence of renal cysts; scale bar = 100 μm. Kidneys from wild-type, and *Phd1^−/−^Phd3^−/−^* double knockout mice show no abnormal pathology. Kidneys from *Phd1^−/−^Phd2^−/−^Phd3^−/−^* mice have subtle vacuolization, but show no evidence of either tubular dilation or cyst formation. (B) IHC for Hif-1α was performed on kidney sections from 24-week-old control, *Phd1^−/−^Phd3^−/−^* and *Phd1^−/−^Phd2^−/−^Phd3^−/−^* mice. Hif-1α staining (highlighted in insert) is observed only in the *Phd1^−/−^Phd2^−/−^ Phd3^−/−^* mice in the nuclei of cells lining the renal tubules and not in the interstitium; scale bar = 100 μm. (C) Immunoblot of lysates of kidneys from control, *Phd1^−/−^Phd3^−/−^* and *Phd1^−/−^Phd2^−/−^Phd3^−/−^* mice for Hif-1α showing stabilization of Hif-1α in only the kidneys of the *Phd1^−/−^Phd2^−/−^Phd3^−/−^* mice. Protein loading is indicated by β-actin.

**Figure 4:**
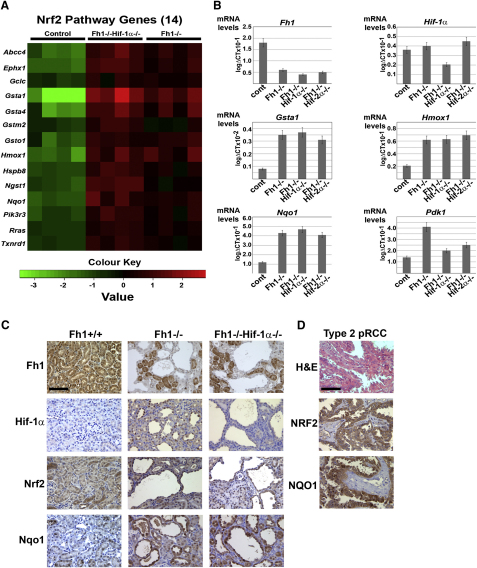
Upregulation of the Nrf2-Mediated Antioxidant Response Pathway in FH-Deficient Cells and Tumors (A) Heat map comparing the patterns of expression for 14 Nrf2 pathway genes for control, *Fh1^−/−^Hif-1α^−/−^*, and *Fh1^−/−^* mouse kidneys (age = 15 weeks, n = 4 per group). Red and green indicate up- or downregulation, respectively. The Heatmap was generated using R (Ihaka and Gentleman, 1996) with differentially regulated genes specific to the Nrf2 pathway. (B) Q-PCR validation of a subset of genes in control, *Fh1^−/−^*, and *Fh1^−/−^Hif-1α^−/−^* mouse kidneys using the same template mRNA as for microarray analysis and compared with renal tissue from *Fh1^−/−^Hif-2α^−/−^* mice confirms significant reduction of mRNA for *Fh1* and *Hif-1α* as expected and upregulation of the Nrf2 target genes *Gsta1*, *Hmox1*, and *Nqo1* in *Fh1^−/−^*, *Fh1^−/−^Hif-1α^−/−^*, and *Fh1^−/−^Hif-2α^−/−^* mouse kidneys. Error bars indicate ± 1 SD calculated from three biological replicates, each assayed in duplicate; p < 0.02 (students t test). Increased expression of the Hif-1α target gene *Pdk1* in *Fh1^−/−^* kidneys is ameliorated by Hif-1α deletion and to a lesser extent by Hif-2α deletion. (C) IHC for Fh1, Hif-1α, Nrf2, and Nqo1 was performed on kidney sections from 17-week-old control, Fh1^−/−^, and Fh1^−/−^ Hif-1α^−/−^ mice. In contrast to the ubiquitous expression of Fh1 in the controls, Fh1 is deleted in cysts of both *Fh1^−/−^* and *Fh1^−/−^Hif-1α^−/−^* mice, but is retained in the interstitium and in a proportion of the renal tubules. Hif-1α is stabilized in the nuclei of cells lining the cysts in *Fh1^−/−^* kidneys, while this staining is absent in the control tissue and *Fh1^−/−^Hif-1α^−/−^* kidneys. Renal cysts from both these groups show increased nuclear expression of Nrf2 and Nqo1 compared with the interstitium and most non-cystic tubules and with the control; scale bar = 100 μm. (D) H&E staining and IHC for NRF2 and NQO1 in pRCC shows strong staining for both in the tumor cells exclusively and not the stroma; scale bar = 100 μm. See also Tables S1 and S2.

**Figure 5:**
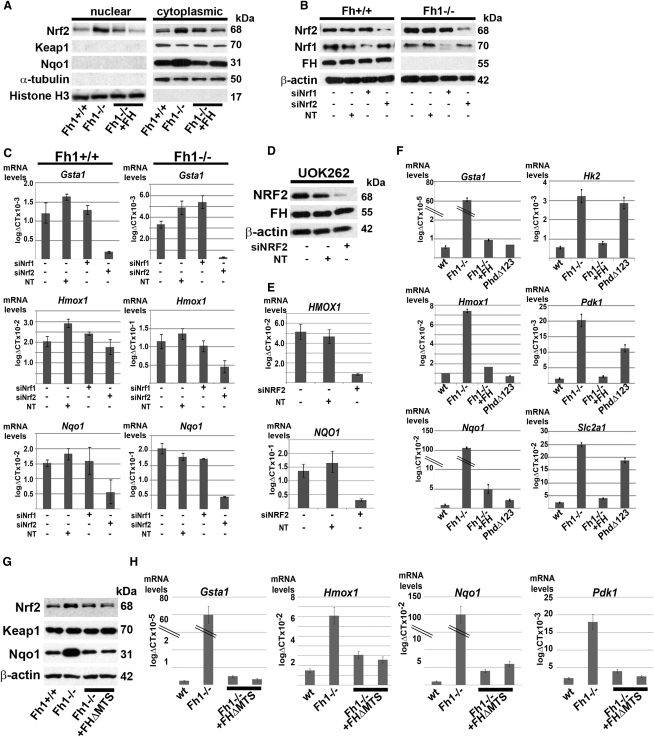
Upregulation of the Antioxidant Pathway in FH-Deficient Cells Is NRF2-Dependent and HIF/PHD-Independent (A) Immunoblot of MEF lysates from *Fh1^+/+^*, *Fh1^−/−^*, and two independent clones of *Fh1^−/−^* reconstituted with wild-type FH (*Fh1^−/−^*+FH) shows increased levels of Nrf2 in both the nuclear and cytosolic fractions of *Fh1^−/−^* cells. Protein levels of *Nqo1* are also increased in *Fh1^−/−^* MEFS. Protein loading for the nuclear and cytoplasmic fractions is indicated by histone H3 and α-tubulin, respectively. (B) Immunoblot of *Fh1^+/+^* and *Fh1^−/−^* MEFs following siRNA knockdown of Nrf1, Nrf2 and a nontargeting (NT) control. Protein loading is indicated by β-actin. (C) Q-PCR analysis following siRNA knockdown of Nrf1 or Nrf2 in *Fh1^+/+^* and *Fh1^−/−^* MEFs. *Gsta1*, *Hmox1*, and *Nqo1* are significantly reduced by depletion of Nrf2 (p < 0.02), but not by either Nrf1 knockdown, or the nontargeting control (NT). (D) Immunoblot of UOK 262 cells for NRF2 and FH following siRNA knockdown. Protein loading is indicated by β-actin. (E) Q-PCR analysis in UOK 262 cells shows a significant reduction of *HMOX1* and *NQO1* expression following siRNA knockdown of NRF2 (p < 0.05), but not in cells treated with a non-targeting (NT) control. (F) Q-PCR analysis of *Gsta1*, *Hmox1*, *Nqo1, Hk2*, *Pdk1*, and *Slc2a1* in *Fh1^+/+^*, *Fh1^−/−^*, *Fh1^−/−^*+FH, and PhdΔ123 MEFs. *Fh1^−/−^* MEFs have significantly elevated levels of antioxidant response- and Hif-target genes, whereas PhdΔ123 MEFs upregulate Hif-target genes, but not antioxidant response genes. (G) Immunoblot of MEF lysate from *Fh1^+/+^*, *Fh1^−/−^* and two independent clones of *Fh1^−/−^* reconstituted with extramitochondrial wild-type FH (*Fh1^−/−^*+FHΔMTS) shows increased levels of Nrf2 and Nqo1 in the *Fh1^−/−^* cells while Keap1 is equivalent in all the lines. Protein loading is indicated by β-actin. (H) Q-PCR analysis of *Gsta1*, *Hmox1*, and *Nqo1* and *Pdk1* in *Fh1^+/+^*, *Fh1^−/−^*, and *Fh1^−/−^*+FHΔMTS MEFs. *Fh1^−/−^* MEFs have significantly elevated levels of antioxidant response and Hif-target genes, which are ameliorated by extramitochondrial FH expression (O'Flaherty et al., 2010). All error bars indicate ± 1 SD calculated from three biological replicates, each assayed in duplicate. See also Figure S1.

**Figure 6:**
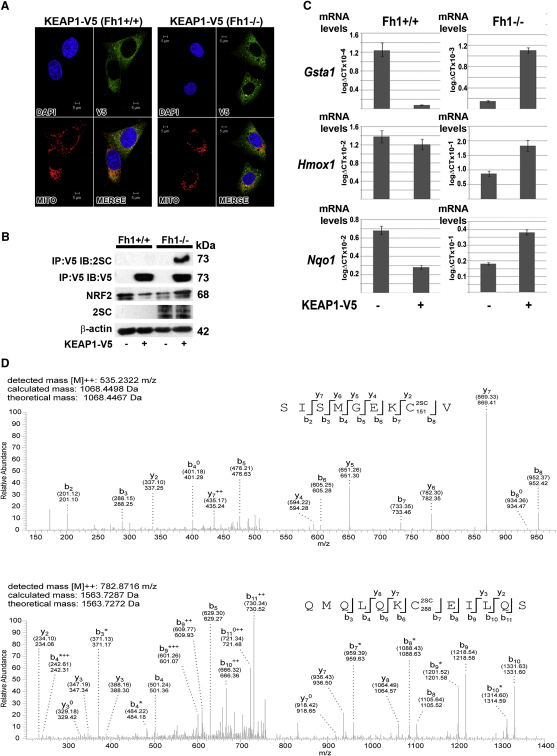
Loss of FH Causes Oxidation of Cysteine Residues of KEAP1 and Abrogation of Its Function to Repress NRF2 Activity (A) Stable transfection and cytoplasmic localization of KEAP1-V5 in *Fh1^+/+^* and *Fh1^−/−^* MEFs was confirmed by IF. Nuclei are stained blue with DAPI, V5 expression indicating KEAP1 cellular localization is labeled green, mitochondria (MITO) are labeled red, and in the last panel the images are merged (MERGE). (B) Immunoblot (IB) analysis of *Fh1^+/+^* and *Fh1^−/−^* MEFs shows that stable expression of KEAP1-V5 reduces levels of Nrf2 in *Fh1^+/+^* MEFs and increases levels of Nrf2 in *Fh1^−/−^* MEFs. Only KEAP1-V5 immunoprecipitated (IP) from *Fh1^−/−^* MEFs exhibits immunoreactivity for 2SC (top panel). Protein levels are indicated by β-actin (bottom panel). (C) Q-PCR analysis of *Gsta1*, *Hmox1*, and *Nqo1* in *Fh1^+/+^* and *Fh1^−/−^* MEFs both with and without stable transfection of KEAP1. Consistent with (B), whereas KEAP1 expression reduces Nrf2 target gene expression in *Fh1^+/+^* MEFS (p < 0.02), stable expression of KEAP1 in *Fh1^−/−^* MEFS increases Nrf2 target gene expression (p < 0.02). Error bars indicate ± 1 SD calculated from three biological replicates, each assayed in duplicate. (D) Succination of human KEAP1 on Cys151 and 288 was identified in *Fh1^−/−^* MEFs transfected with KEAP1 by MS/MS analysis of peptides generated by elastase digestion of KEAP1. MS/MS spectra are shown for peptides SISMGEKCV (corresponding to residues 144–152 of KEAP1) and QMQLQKCEILLQS (corresponding to residues 282–293 of KEAP1), indicating that these are succinated at Cys151 and Cys288, respectively. Both the calculated peptide mass, based on the detected m/z (m: mass, z: charge) value of the doubly charged precursor peptide ion ([M]^2+^), and the theoretical peptide mass, are stated for both peptide spectra. Succination is identified by an additional mass of 116.01 Da added to the corresponding cysteine residue as indicated in the displayed peptide sequence (2SC). Detected N- and C-terminal fragment ions of both peptides are assigned in the spectrum and depicted as follows: b: N-terminal fragment ion; y: C-terminal fragment ion; ^∗^: fragment ion minus NH_3_; ^0^: fragment ion minus H_2_O; and ^2+^: doubly charged fragment ion. Both theoretical mass (in brackets) and detected mass are given for each assigned fragment ion. See also Figure S2.

**Figure 7:**
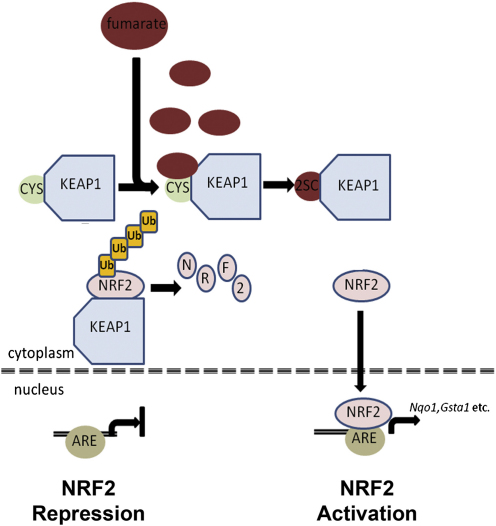
The Potential Roles of Fumarate as an Oncometabolite The KEAP1 protein is part of an E3 ubiquitin ligase, which under normal physiological conditions targets NRF2 for polyubiquitination and subsequent degradation (Zhang, 2006). Critical cysteine residues in KEAP1 are modified by fumarate via succination. We propose that succination impairs the ability of KEAP1 to negatively regulate NRF2, thus facilitating transcription of genes that contain an ARE (Nguyen et al., 2003) in the promoter region.

**Table 1:** Cysteine Residues in KEAP1 Found to Be Succinated in FH^−/−^ MEFs by Tandem Mass Spectrometry

2SC Residue	Peptide Amino Acid Position	Peptide Sequence	Mascot Score	Enzyme
38	34–52	ASTE**C**KAEVTPSQHGNRTF	49	Chymotrypsin
	32–45	MYASTE**C**KAEVTPS	56	Elastase
	35–45	STE**C**KAEVTPS	33	Elastase
151	144–152	SISMGEK**C**V	42	Elastase
	144–155	SISMGEK**C**VLHV	22	Elastase
	145–152	ISMGEK**C**V	13	Elastase
	146–152	SMGEK**C**V	24	Elastase
	146–155	SMGEK**C**VLHV	25	Elastase
241	233–245	SRDDLNVR**C**ESEV	38	Elastase
288	282–293	QMQLQK**C**EILQS	39	Elastase
319	304–320	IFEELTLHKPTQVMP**C**R	47	Trypsin
	304–323	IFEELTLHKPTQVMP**C**RAPK	34	Trypsin
	308–319	LTLHKPTQVMP**C**	23	Elastase
	315–323	QVMP**C**RAPK	25	Elastase
	318–323	P**C**RAPK	15	Elastase
613	602–615	SGVGVAVTMEP**C**RK	51	Trypsin
	607–615	AVTMEP**C**RK	17	Elastase

Sequences for all detected peptide species covering the relevant modified cysteine are shown. The enzyme used to generate the peptide species and the MASCOT score obtained for each peptide is listed accordingly.

## Accession Numbers

Microarray data analysis was deposited in the GEO public database (GSE29988) (http://www.ncbi.nlm.nih.gov/geo/).

## Supplemental Information

Document S1. Two Figures and Supplemental Experimental Procedures

# Supplementary material for: Renal Cyst Formation in Fh1-Deficient Mice Is Independent of the Hif/Phd Pathway: Roles for Fumarate in KEAP1 Succination and Nrf2 Signaling
**Source:** Cancer Cell. 2011 Oct 18;20(4):524–37. doi: 10.1016/j.ccr.2011.09.006
**Supplement:** Document S1. Two Figures and Supplemental Experimental Procedures

Supplemental Information

Renal Cyst Formation in Fh1-Deficient Mice Is

Independent of the Hif/Phd Pathway: Roles for

Fumarate in KEAP1 Succination and Nrf2 Signaling

Julie Adam, Emine Hatipoglu, Linda O’Flaherty, Nicola Ternette, Natasha Sahgal, Helen Lockstone, Dilair Baban, Emma Nye, Gordon W. Stamp, Kathryn Wolhuter, Marcus Stevens, Roman Fischer, Peter Carmeliet, Patrick H. Maxwell, Chris W. Pugh, Norma Frizzell, Tomoyoshi Soga, Benedikt M. Kessler, Mona El-Bahrawy, Peter J. Ratcliffe, and Patrick J. Pollard

Inventory of Supplemental Information

Table S1 is related to Figure 4, provided separately as an Excel file

Table S2 is related to Figure 4, provided separately as an Excel file

Figure S1 is related to Figure 5

Figure S2 is related to Figure 6

Supplemental Experimental Procedures

Table S1, related to Figure 4, provided separately as an Excel file. Differentially expressed genes in kidneys from *Fh1*^{-/-}, *Fh1*^{-/-}*Hif-1* α ^{-/-} and control mice

Gene expression data were obtained by hybridising a total of 12 mouse samples from three experimental groups: control, *Fh1*^{-/-} and *Fh1*^{-/-}*Hif-1* α ^{-/-} (n=4 per group) to Illumina MouseWG-6 BeadChips. Adjusted p-values below 0.05 were considered significant.

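Table S1 lists probes with their folds in the 3 pairs of groups, and 488 of its 489 probes are in the deposited value table. limma's test over the 3 groups called 482 of these 488, and 285 further probes. Table S1 was made from the same arrays at the same thresholds, so this overlap is not independent evidence. By the paper's own directions, 376 of the 489 were higher and 106 lower than control in both knockout groups. Of all 767 probes called here, 543 were higher in both, 211 were lower in both and 13 ran in opposite directions. The median of the largest fold was 2.25 for the 285 further probes and 2.59 for those of Table S1. For 18 genes the paper names, Hmox1, Nqo1 and Abcc4 among them, 75 folds of 25 probes in Table S1 could be set beside the present ones, and the largest ratio between a fold of the paper's and the present one was 1.14. A plain test over the 3 groups without moderation, the kind named in the notes of Table S1, called 612 probes, 479 of them in Table S1. The Benjamini-Hochberg adjustment used with it is not named in the paper.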

Table S2, related to Figure 4 provided separately as an Excel file. Pathway analysis of microarray data

Gene lists from the microarray experiment were interrogated using IPA pathway analysis (Ingenuity® Systems, www.ingenuity.com). 

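Table S2 ranks the canonical pathways of a commercial knowledge base by significance and names only their regulated members. A ranking of a different kind is possible with 28 lists, all but the 14 genes of Fig. 4A, which the study chose on these samples, fixed from general knowledge. The lists from general knowledge were fixed after Table S1, made from the same arrays, had been read, so their ranks are not independent evidence. The ranking uses limma's camera, which asks whether a list's genes move more than other genes, at its preset correlation. In *Fh1-/-* against control the 14 Nrf2 pathway genes of Fig. 4A ranked 1, the stress genes led by Trib3 and Atf5 ranked 2, markers of tubular injury 3, macrophage markers 4, Hif targets 5 and the longer list of Nrf2 targets 6. In *Fh1-/-Hif-1α-/-* against control tubular injury ranked 1, the 14 genes 2, the stress genes 3, macrophage markers 4 and the Nrf2 targets 5. Of 17 measured markers of tubular injury 11 rose in *Fh1-/-* (15 adjusted over the list alone, 4 in a plain test without moderation; median 0.80) and 16 in *Fh1-/-Hif-1α-/-* (17 alone, 14 in the plain test; median 1.35), with adjusted p = 0.028 and 0.023 with an estimated correlation. Among them were the keratins Krt18 and Krt19, at 1.20 and 1.62 in *Fh1-/-* and 2.38 and 2.20 in *Fh1-/-Hif-1α-/-*, where Krt19 in control lies close to the dimmest signals of the arrays. Whether these keratins rose with injury or with the principal cell markers given below was not tested. With an estimated correlation the stress, injury, Hif, p53 and both Nrf2 lists share adjusted p = 0.028 from camera in *Fh1-/-*, so that test does not settle their order. In *Fh1-/-Hif-1α-/-* the injury, p53, principal cell and both Nrf2 lists share 0.023, ahead of the stress list at 0.036, so the order above does not hold there. Macrophage markers did not pass (adjusted p = 0.076 and 0.074).

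Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* kidneys the markers of collecting duct principal cells ranked 1 and the Hif targets 2. Of 10 principal cell markers 3 were higher in *Fh1-/-Hif-1α-/-*, which are Avpr2, the vasopressin receptor, by 1.08 (standard error 0.12, adjusted p = 0.0059), Fxyd4, a regulator of the sodium pump, by 1.31 (adjusted p = 0.025), and Scnn1g, a subunit of the sodium channel, by 0.81 (adjusted p = 0.040) (10 adjusted over the list alone; 0 in the plain test, 8 unadjusted; median 0.82, adjusted p = 0.0053 in the set test). Against control 8 of them rose in *Fh1-/-Hif-1α-/-* (8 alone; median 1.26), such as the water channel Aqp2 at 1.97, and 3, Aqp2, Aqp3 and Gata3, rose and 1, Aqp4, fell in *Fh1-/-* (7 and 1 alone, 1 and 0 in the plain test; median 0.44), the set test giving adjusted p = 0.023 and 0.096. A dimmer probe of Avpr2 did not pass between these groups, at 0.08. Fxyd4 did not pass in 6 of the 12 fits that leave out 1 array, those without *Fh1-/-* replicates 2, 3 or 4 or *Fh1-/-Hif-1α-/-* replicates 1, 2 or 3, at 1.21 to 1.43 over all 12, and Scnn1g passed in 4, those without *Fh1-/-* replicate 1, *Fh1-/-Hif-1α-/-* replicate 4 or control replicates 3 or 4, at 0.73 to 0.90. Within replicates 1 and 2, and within 3 and 4, the principal cell median between *Fh1-/-Hif-1α-/-* and *Fh1-/-* was 0.83 in each, with 2 and 0 members passing in limma (9 and 8 at an unadjusted p under 0.05). Of the injury markers 5 rose in *Fh1-/-* and 16 in *Fh1-/-Hif-1α-/-* within replicates 1 and 2, and 1 and 6 within 3 and 4.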

The Nrf2-mediated antioxidant response pathway is the most significantly altered pathway highlighted in comparisons between the three experimental groups, control, *Fh1*^{-/-} and *Fh1*^{-/-}*Hif-1* α ^{-/-} mice.

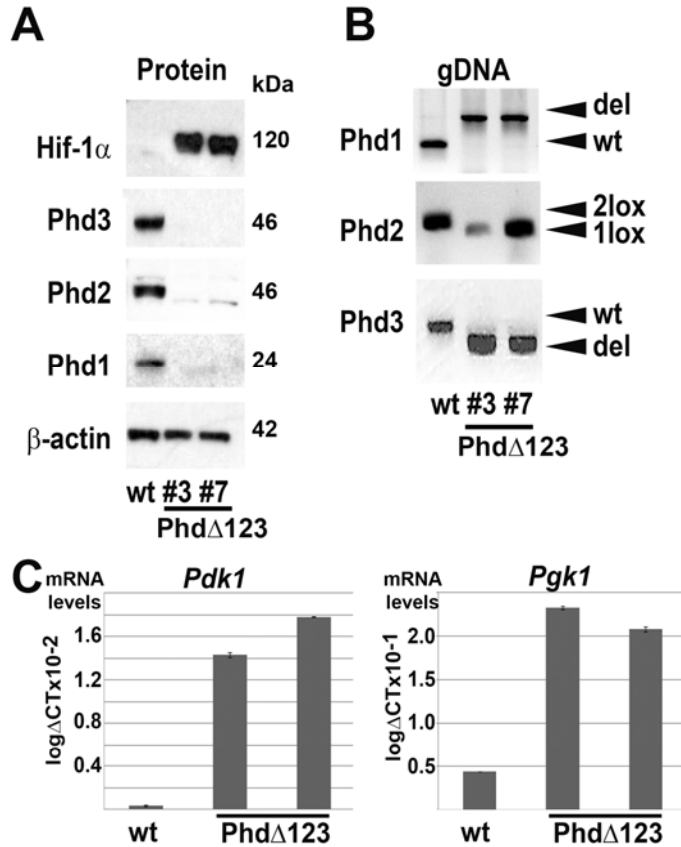

Figure S1, related to Figure 5 - Generation of Phd Δ 123 MEFs

(A) Immunoblot of Hif-1 α , Phd3, Phd2 and Phd1 in wildtype MEFs and two independent Phd Δ 123 MEF clones confirming loss of the three Phd enzymes and upregulation of Hif-1 α . Protein loading is indicated by β -actin.

(B) Representative blots of PCR amplification for Phd1, Phd2 and Phd3 from genomic DNA for wildtype MEFs and two independent Phd Δ 123 MEF clones confirming deletion of the three Phd enzymes.

(C) Q-PCR analysis confirms upregulation of the Hif target genes *Pdk1* and phosphoglycerate kinase 1 (*Pgk1*) in Phd Δ 123 MEFs compared to wildtype MEFs. Error bars indicate ± 1 S.D. calculated from three biological replicates, each assayed in duplicate.

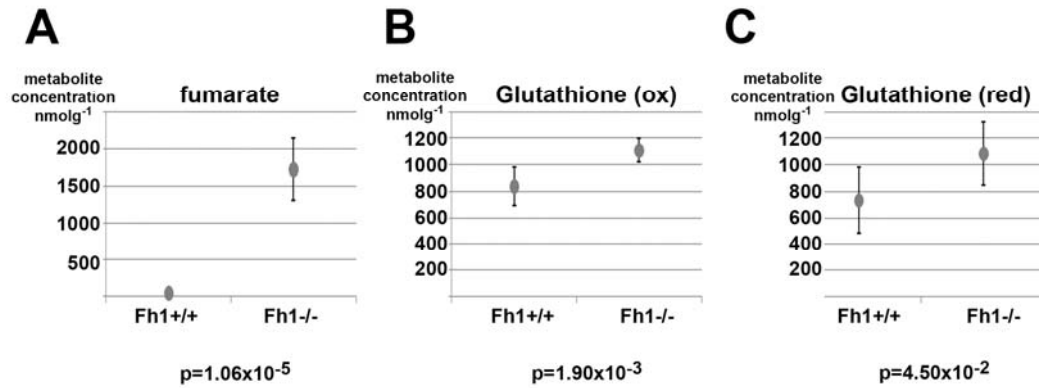

Figure S2, related to Figure 6 - Fumarate and glutathione metabolite analysis in *Fh1*^{+/+} and *Fh1*^{-/-} kidneys

Metabolite analyses were performed by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) on lysates prepared from *Fh1*^{+/+} and *Fh1*^{-/-} kidneys showing that (A) fumarate is significantly higher in the knockout kidneys ($p=1.06 \times 10^{-5}$); while (B) oxidised glutathione ($p=1.90 \times 10^{-3}$); and (C) reduced glutathione ($p=4.50 \times 10^{-2}$) are both slightly elevated in the knockout versus the wildtype kidneys.

Supplemental Experimental Procedures

Generation and maintenance of immortalised and transfected Mouse Embryonic Fibroblasts and HLRCC cancer cell line (UOK 262)

Immortalised *Fh1*^{-/-} and *Phd-1,- 2, -3 null* (*PhdΔ1,2,3*) MEFs were generated as previously described (O'Flaherty et al., 2010). In brief, MEFs were isolated from littermate embryos and dissected at 14.5 and 12.5 days of gestation respectively using standard protocols. Cells (at passage number 3) were transfected with pBabe-puro SV40 Large T antigen (10⁸ PFU) (Gjoerup et al., 2007) and immortalized cells were selected with puromycin. All cells were established and validated by IF, genomic and Q-PCR, and Western blotting. The KEAP1 coding sequence (NM_203500.1) was ligated by PCR into the *Kpn* I and *Not* I sites of pEF1/V5-HisA (Invitrogen) and both *Fh1*^{+/+} and *Fh1*^{-/-} MEFs were transfected with FuGene®6 Transfection Reagent (Roche) following the manufacturer's protocol to generate MEFs with stable KEAP1 expression. All cells were cultured as described previously (O'Flaherty et al., 2010; Sudarshan et al., 2009; Yang et al., 2010).

Cell fractionation

To prepare cytoplasmic and nuclear extracts for immunoblotting, cell pellets were resuspended in hypotonic buffer (20 mM HEPES, pH 8.0, 10 mM KCl, 1 mM MgCl₂, 0.1% Triton X-100 and 20% glycerol) and incubated on ice for 10 min. Supernatants collected after centrifugation at 1,500 g for 5 min were used as cytoplasmic fractions. Pellets were washed twice in hypotonic buffer, centrifuged at 5,000 g for 5 min and lysed on ice for 1 h in RIPA buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% NP40) followed by centrifugation at 21,000 g for 10 min. All buffers used were supplemented with 'Complete Protease Inhibitor Cocktail' (Roche).

Mass spectrometry (MS) analysis

Proteins were separated by SDS-PAGE and visualized by subsequent Coomassie staining. Gel bands of appropriate size were excised and destained overnight in 50% methanol, 5% acetic acid in water. Proteins were reduced with 10 mM dithiothreitol and then alkylated using 30 mM 4-vinylpyridine for 30 min at 20°C. Proteins were digested with 1 µg elastase, trypsin or chymotrypsin in 50 mM ammonium bicarbonate overnight at 37°C and resulting peptides were extracted from the gel with 50% acetonitrile, 5% acetic acid in water. Resulting peptides were analysed on an Acquity nano UPLC system (Waters) supplemented with a 25 cm C18 column, 1.7 µm particle size (Waters) online coupled to an LTQ Orbitrap Velos (Thermo Scientific). Peptides were eluted by applying a 60 min linear gradient from 5% buffer A (0.1% formic acid in water) to 40% buffer B (0.1% formic acid in acetonitrile) at a flowrate of 250 nl/min (approx. 6000 psi). Full MS scans were performed at a resolution of 30,000. Collision-induced dissociation was performed on the twenty most abundant ions per full MS scan using an isolation width of 1.0 Da. Fragment ions were acquired at a resolution of 7,500. All fragmented precursor ions were actively excluded from repeated MS/MS analysis for 15 s. Raw data was converted to Mascot generic files using msconvert (Kessner et al., 2008) and database searches were performed with MASCOT (Perkins et al., 1999) and CPFP 1.3.0 (Trudgian et al., 2010).

Pathology and Immunohistochemistry

Tissues were fixed in 10% neutral buffered formalin, dehydrated and processed for paraffin wax embedding and sectioning (5µm). Haematoxylin & eosin (H&E) sections were generated for all samples and analysed for routine pathology by two independent pathologists (MEB and GWS). Cyst frequency was determined for each genotype at specified ages in five low power (x10) fields with a minimum of n=5 per group. Immunohistochemistry (IHC) was carried out using the EnVision kit (Dako) as per manufacturer's protocol as described in (Bardella et al., 2011).

Metabolite analysis (CE-TOFMS)

Frozen samples were homogenized by a cell disrupter (MS-100R; TOMY, Tokyo, Japan) at 2°C, after adding 500 µL of methanol that contained internal standards [20 µM each of methionine sulfone and 2-(N-morpholino)-ethanesulfonic acid (MES)]. The homogenate was then mixed with 200 µL of Milli-Q water and 500 µL of chloroform and centrifuged at 9100 *g* for 4 hr at 4°C. Subsequently, the aqueous solution was centrifugally filtered through a 5-kDa cut-off filter (Millipore) to remove proteins. The filtrate was centrifugally concentrated and dissolved in 50 µL Milli-Q water containing reference compounds (200 µM each of 3-aminopyrrolidine and trimesate). Furthermore, prior to CE-TOFMS analysis, the sample solution for cation and anion was diluted (five times) and (two times) with Milli-Q water, respectively. The concentration of each metabolite was calculated as previously described (Soga et al., 2009).

Immunoblotting and immunoprecipitation

Immunoblotting was performed as previously described (Pollard et al., 2007). Immunoprecipitations for V5-tagged KEAP1 were performed using V5-agarose (Sigma) following the manufacturer's protocol.

Immunofluorescence and confocal analysis

Immunofluorescence (IF) and confocal analysis was carried out as previously described (O'Flaherty et al., 2010).

Quantitative reverse transcription PCR

Quantitative reverse transcription PCR analysis was carried out as previously described (O'Flaherty et al., 2010). Normalization was to β -actin mRNA and relative gene expression was calculated using the $\Delta\Delta$ CT method (Livak and Schmittgen, 2001).

Short interfering RNA (siRNA) knockdown

Cells were transfected with ON-TARGET plus siRNA smartpools (Dharmacon) at a final concentration of 25 nM following the manufacturer's protocol. A non-targeting SMARTpool was included as a control in each assay. Knockdown of protein was determined using immunoblotting and Q-PCR.

Antibodies

The following primary antibodies were used: Hif-1 α (Cayman), FH (Autogen Bioclear), 2SC (Nagai et al., 2007), V5 (Invitrogen), R961-25), β -actin (Abcam), Keap1 (Santa Cruz), Nqo1 (Abcam), Nrf1 (Abcam), Nrf2 (Abcam), α -Tubulin (Sigma), and Histone H3 (Abcam). Secondary antibodies were purchased from Dako (HRP-conjugated) and Invitrogen (fluorescent conjugated).

Supplemental References

Gjoerup, O. V., Wu, J., Chandler-Militello, D., Williams, G. L., Zhao, J., Schaffhausen, B., Jat, P. S., and Roberts, T. M. (2007). Surveillance mechanism linking Bub1 loss to the p53 pathway. *Proc Natl Acad Sci U S A* *104*, 8334-8339.

Kessner, D., Chambers, M., Burke, R., Agus, D., and Mallick, P. (2008). ProteoWizard: open source software for rapid proteomics tools development. *Bioinformatics* *24*, 2534-2536.

Livak, K. J., and Schmittgen, T. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^{(-Delta Delta C(T))} Method. *Methods* *25*, 402-408.

Nagai, R., Brock, J. W., Blatnik, M., Baatz, J. E., Bethard, J., Walla, M. D., Thorpe, S. R., Baynes, J. W., and Frizzell, N. (2007). Succination of protein thiols during adipocyte maturation: a biomarker of mitochondrial stress. *J Biol Chem* *282*, 34219-34228.

Perkins, D. N., Pappin, D. J., Creasy, D. M., and Cottrell, J. S. (1999). Probability-based protein identification by searching sequence databases using mass spectrometry data. *Electrophoresis* 20, 3551-3567.

Soga, T., Igarashi, K., Ito, C., Mizobuchi, K., Zimmermann, H. P., and Tomita, M. (2009). Metabolomic profiling of anionic metabolites by capillary electrophoresis mass spectrometry. *Anal Chem* 81, 6165-6174.

Sudarshan, S., Sourbier, C., Kong, H. S., Block, K., Valera Romero, V. A., Yang, Y., Galindo, C., Mollapour, M., Scroggins, B., Goode, N., *et al.* (2009). Fumarate hydratase deficiency in renal cancer induces glycolytic addiction and hypoxia-inducible transcription factor 1alpha stabilization by glucose-dependent generation of reactive oxygen species. *Mol Cell Biol* 29, 4080-4090.

Trudgian, D. C., Thomas, B., McGowan, S. J., Kessler, B. M., Salek, M., and Acuto, O. (2010). CPFP: a central proteomics facilities pipeline. *Bioinformatics* 26, 1131-1132.

Yang, Y., Valera, V. A., Padilla-Nash, H. M., Sourbier, C., Vocke, C. D., Vira, M. A., Abu-Asab, M. S., Bratslavsky, G., Tsokos, M., Merino, M. J., *et al.* (2010). UOK 262 cell line, fumarate hydratase deficient (FH-/FH-) hereditary leiomyomatosis renal cell carcinoma: in vitro and in vivo model of an aberrant energy metabolic pathway in human cancer. *Cancer Genet Cytogenet* 196, 45-55.

How the deposited data were processed for this re-analysis (not part of the article)

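Kidney RNA of 12 mice aged 15 weeks was measured on Illumina MouseWG-6 v2 BeadChips, 4 arrays each of control, *Fh1-/-* and *Fh1-/-Hif-1α-/-* kidneys. According to the methods, signals were extracted with GenomeStudio and normalized in GeneSpring GX with a shift to the 75th percentile and the median of all samples as baseline. The deposited table of normalized values holds 23863 probes and was used throughout. Its values lie between 6.404 and 16.59 and are log2 signals, which was checked against the folds of Table S1 (r of 0.998 to 1 and slopes of 1 to 1.02 over 488 probes). The values are not centred on a baseline, the 75th percentiles lie between 11.06 and 11.12, and the filter that kept these probes out of the 45281 of the full array is not given in the file. A second deposited table of signals that were not normalized, with 12 signal and 12 detection p columns, was not used, since the names of these 24 columns match no sample. Without those columns the signal over background of each probe is unknown, and the number of arrays limits the precision.

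The plan fixed in advance assumed linear signals with detection p-values. The deposited values turned out to be log2 signals without them, so each array was shifted on the log2 scale to the mean of the 75th percentiles, all probes were tested, and the planned floor of 1 had no effect. Samples were grouped by the genotype in their labels. Gene symbols came from the platform's annotation. Of the probes 19906 had 1 symbol, 19880 of them with an entry in the reference table of mouse genes, and 0 symbols needed an update, while 9 had several and 3948 had none. A gene was represented by its probe of highest mean signal.

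The 3 groups were compared in 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend of variance on signal), and p-values were adjusted by the Benjamini-Hochberg method over all probes. Calls of probes needed an adjusted p under 0.05 and a fold of at least 2, and calls of list members and named genes an adjusted p under 0.05. Probes that differed over the 3 groups were called with limma's moderated F test and a fold of at least 2 in some pair. Single genes were also compared by an exact permutation test over the 70 arrangements of 4 arrays against 4, two-sided, whose smallest p is 0.029. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, and p-values were adjusted over the 28 lists.

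The lists, from general knowledge, were Nrf2 targets, Hif targets, the integrated stress response, p53 targets, the tricarboxylic acid cycle, oxidative phosphorylation, fatty acid oxidation, cholesterol synthesis, zinc and MTF1, proliferation, tubular injury, proximal tubule, thick limb, distal tubule, principal cells, intercalated cells, podocytes, endothelium, macrophages, lymphocytes, neutrophils, fibroblasts and matrix, red cells, interferon response, tissue handling, reference genes and sex-linked genes. The remaining list holds the 14 genes of Fig. 4A. Named genes were every gene the paper names for this comparison, in each pair of groups the 10 largest rises and 10 largest falls among genes that passed without overlap of the groups, and up to 4 members of each list with the largest changes that passed. Hk2 has no named probe among those deposited. Osgin1, Car12, Shmt2, Idh2, Kcnj1, Mt2, Xist and the fat cell genes other than Adipoq fall outside this rule, and were named after their values were seen because they belong to small counts, single arrays that stand apart or a pattern weighed below.

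Alternatives set in advance were quantile normalization, the values without the shift, a shift to equal medians, a plain test without moderation with and without adjustment (over the 3 groups the kind that the notes of Table S1 name, while the paper names none for single pairs and no method of adjustment), eBayes without a trend, array weights (with statmod 1.5.0), fits of only the 2 groups compared, no fold minimum, a stricter adjusted p of 0.01, the replicate number as a block, Xist as a covariate, 1 probe per gene, any or the other probe of a gene, and leaving out each array. The settings by array set (replicates 1 and 2, and 3 and 4), by Xist level, by mean signal and without the arrays of lowest weight were added after the data were seen. The fit was also tested on simulated data, 12 arrays drawn about each probe's mean with its spread within the groups, in which 50 probes of each group were changed by 1 and 50 by 2 on the log2 scale. At an adjusted p under 0.05, of the 50 changed by 1 the fit called 37 in the setting of *Fh1-/-* against control and 36 in that of *Fh1-/-Hif-1α-/-*, and of the 50 changed by 2 it called 44 and 49. Of the 85 and 89 calls 4 and 4 were false. The simulated noise was independent between probes, without the array sets or Xist differences of the real arrays, so this share need not hold for them. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.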

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

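The tests of control replicate 4, the test of the proximal tubule share, and the settings by array set (replicates 1 and 2, and 3 and 4), by Xist level, by mean signal and without the 2 arrays of lowest weight were chosen after the results were seen. Among 72 genes in 3 groups of 4 arrays, 10 single arrays stood far from the other 3 of their group, by the share of the group's range that the gap takes up, where chance would give 10.8 of 216 groups, about 1 in 20. For Cdkn1a, the cell cycle inhibitor p21, *Fh1-/-* replicate 2 was at 11.10 against 11.96 to 12.03 (share 0.926) and *Fh1-/-Hif-1α-/-* replicate 1 at 11.82 against 12.28 to 12.35 (0.875). For Fh1 itself *Fh1-/-Hif-1α-/-* replicate 4 was at 14.10 against 13.76 to 13.80 (0.884), and for Hif1a *Fh1-/-Hif-1α-/-* replicate 1 was at 10.19 against 11.01 to 11.04 (0.97). The glutathione transferase Gsta4 was at 12.24 in control replicate 4 against 10.27 to 10.56 (0.853) and at 14.34 in *Fh1-/-Hif-1α-/-* replicate 2 against 13.59 to 13.69 (0.867). The remaining arrays were *Fh1-/-* replicate 1 for the keratin Krt18, at 11.10 against 10.57 to 10.62 (0.908), and for the glucose transporter Slc2a1, at 13.59 against 13.02 to 13.05 (0.943), *Fh1-/-Hif-1α-/-* replicate 3 for the metallothionein Mt2, at 8.88 against 9.51 to 9.63 (0.847), and control replicate 3 for the sodium-glucose transporter Slc5a2, at 12.60 against 13.09 to 13.15 (0.89).

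Lists of genes that the paper does not discuss for these arrays stood apart from control as a set. Their median log2 fold changes in *Fh1-/-* and *Fh1-/-Hif-1α-/-* kidneys were 0.9 and 1.2 for the integrated stress response, 0.34 and 0.44 for p53 targets, and 0.8 and 1.35 for tubular injury. In *Fh1-/-Hif-1α-/-* kidneys proliferation was at 0.56 and principal cell markers at 1.26 against control, and the latter at 0.82 against *Fh1-/-* kidneys.

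Chance was tested by counting how many splits of the same arrays give as large a count. It is excluded for the 276 probes between *Fh1-/-* and control (1 split of 35 as large, the real one, highest other 47) and the 797 between *Fh1-/-Hif-1α-/-* and control (1 of 35, highest other 17). The same holds for the 767 over the 3 groups (1 of 100 arrangements, highest other 56). For the 13 Hif targets that rose (highest other 0), the real split was the only 1 of 35 as large. So it was for the 5 that fell from *Fh1-/-* to *Fh1-/-Hif-1α-/-* (highest other 1). The Hif list was fixed after Table S1, made from these arrays, had been read, so chance is not called excluded for either count. For the Nrf2 targets that rose, 13 and 20, the real split was the only 1 of 35 as large (highest other 2 and 0). Their list holds 10 of the 14 genes of Fig. 4A, which the study chose on these arrays, so this test is not independent of that choice. It was not run without them, and chance is not called excluded there. Chance is also not excluded for the 26 probes between *Fh1-/-Hif-1α-/-* and *Fh1-/-*, since 2 of 35 splits gave as many. The other one called 289 probes and follows the 2 array sets, which points to a structure of the samples, and with the set as a block the count was 33, within replicates 1 and 2 alone 57 and within replicates 3 and 4 alone 0 in limma (203 at an unadjusted p under 0.05). The 26 became 10 without *Fh1-/-* replicate 2, 14 without *Fh1-/-* replicate 3, and 16, 15 and 13 without *Fh1-/-Hif-1α-/-* replicates 1, 2 and 3. The 5 Hif targets became 2 without *Fh1-/-* replicate 1, *Fh1-/-* replicate 2, *Fh1-/-Hif-1α-/-* replicate 1, control replicate 1 or control replicate 2, 1 without *Fh1-/-* replicate 3, and 3 without *Fh1-/-* replicate 4, *Fh1-/-Hif-1α-/-* replicates 2, 3 or 4 or control replicate 3.

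Adipoq, the fat cell hormone adiponectin, rose by 3.27 (adjusted p = 0.012 from limma) in *Fh1-/-Hif-1α-/-* kidneys, and fat tissue left on some kidneys is a candidate explanation, since whole tissue was used and no step that removes fat is described. In *Fh1-/-* kidneys Adipoq was at 11.61 and 10.82 on replicates 2 and 4, which have low Xist. On replicates 1 and 3, with high Xist, it was at 8.05 and 8.04. It did not follow Xist in *Fh1-/-Hif-1α-/-* kidneys, at 10.73 and 12.20 with high Xist and 11.10 and 11.68 with low. Over 19 measured of 22 further fat cell genes, the median correlation with Adipoq from mouse to mouse within the groups was 0.36 (95th percentile of random lists 0.04), and their median log2 fold change in *Fh1-/-Hif-1α-/-* against control was 0.66 (95th percentile 0.12; 5 higher and 1, Aqp7, lower). Without *Fh1-/-Hif-1α-/-* replicate 3 the first median was 0.29 (95th percentile 0.05) and the second 0.22 (95th percentile 0.18), so the size of the latter rests largely on that array. Brown fat genes were high on *Fh1-/-Hif-1α-/-* replicate 3, with Ucp1 at 13.58, Cidea at 13.42 and Cox8b at 13.99, and 11 of the 19 genes have a mean signal of at least 8.5 over the kidneys. Both values lie above those of random lists, as fat tissue would give, and whether its amount differs with genotype stays open, as does a change within fat cells, which was not tested.

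Control replicate 4 was one of the arrays of lowest weight, and without it 407 and 962 probes were called in *Fh1-/-* and *Fh1-/-Hif-1α-/-* kidneys. Over 174 genes higher in both knockout groups its median place between the other controls (0) and the *Fh1-/-* mean (1) was 0.26, with 71.8% of genes nearer to the controls. The other controls, each placed in the same way, were at -0.08 to 0, so it stood outside their range. These places argue against a full knockout kidney under a wrong label, but do not exclude a partly affected or mixed kidney. The difference of control replicate 4 from the other controls correlated at 0.57 over 12340 genes with that between high and low Xist arrays of the knockout groups, above the 0.53 of the highest of the other ways to part those arrays. Its Xist level is high, so the sex of the mouse may account for its place, as a hypothesis found and tested on the same data. The labels give no sex, and the breeding or housing of this mouse was not tested.

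Principal cell markers were higher in *Fh1-/-Hif-1α-/-* than in *Fh1-/-* kidneys, with a median of 0.82 over 10 markers (0.49 to 1.31; upper limit of random lists 0.12). A lower share of proximal tubule cells would raise other tubule markers alike, and 14 markers of the thick limb and distal tubule had a median of -0.24 (-0.63 to 0.30). These markers themselves fell against control in *Fh1-/-Hif-1α-/-* kidneys, with medians of -0.59 and -1.14, so the test cannot exclude a lower share. Proximal tubule markers were lower between the knockout groups, with a median of -0.27 (7 lower at an unadjusted p under 0.05 in limma, 0 adjusted). The split between the array sets is excluded, since the principal cell median was 0.83 within each. What stays open is whether there may be more principal cells, fewer proximal tubule cells or higher expression per cell in *Fh1-/-Hif-1α-/-* kidneys, which whole tissue does not part. Among the arrays with low Xist alone, which keeps 1 sex by that measure, the median was 0.74, with 0 of the 10 passing in limma on fewer arrays (7 at an unadjusted p under 0.05).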

How the results depend on the processing

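The settings by array set (replicates 1 and 2, and 3 and 4), by Xist level, by mean signal and without the 2 arrays of lowest weight were chosen after the data were seen. The Nrf2 target counts (13 in *Fh1-/-*, 20 in *Fh1-/-Hif-1α-/-*) and Fh1 in *Fh1-/-* (not passed) kept to within 1.5 times, or to their side of the threshold, under every setting run but 1, and 0 results reversed. That setting, replicates 3 and 4 alone, gave 3 and 10 Nrf2 targets, 56 probes between *Fh1-/-* and control, 242 between *Fh1-/-Hif-1α-/-* and control, 0 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* (203 at an unadjusted p under 0.05 in limma), 82 over the 3 groups, and 0 Hif targets higher (14 unadjusted) and 0 lower (13 unadjusted), on 2 arrays a group. Replicates 1 and 2 alone gave 1283 between *Fh1-/-Hif-1α-/-* and control, 57 between *Fh1-/-Hif-1α-/-* and *Fh1-/-*, and 4 Hif targets higher and 1 lower. The 7 arrays with low Xist gave 123 between *Fh1-/-* and control, 0 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* (127 unadjusted in limma), and 6 Hif targets higher and 0 lower (10 unadjusted). The plain test without moderation gave, with adjustment, 105 (98 higher, 7 lower) between *Fh1-/-* and control, 0 between *Fh1-/-Hif-1α-/-* and *Fh1-/-*, 7 Hif targets higher and 0 lower, and without adjustment 90 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* and 17 Hif targets lower. Without a fold minimum, which admits smaller changes, the probe counts were 1187, 3959, 45 and 2752. With 1 probe counted per gene, in the same fit and adjustment over all probes, there were 499 between *Fh1-/-Hif-1α-/-* and control and 492 over the 3 groups. An adjusted p under 0.01 left 9 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* and 1 Hif target lower. Array weights gave 431 between *Fh1-/-* and control, and leaving out the 2 arrays of lowest weight 417, with 11 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* and 2 Hif targets lower. Fits of only the 2 groups gave 2 Hif targets lower, and the array set with Xist gave 51 between *Fh1-/-Hif-1α-/-* and *Fh1-/-*. The replicate number as a block gave 3 Hif targets lower, and these numbers do not pair the samples (6 of 12 correlations above 0.1, from -0.31 to 0.50). Where the construction does not show it, the cause was not tested. Leave-one-out fits gave 197 to 407 probes between *Fh1-/-* and control (32 to 121 lower), 652 to 962 between *Fh1-/-Hif-1α-/-* and control, 10 to 30 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* (10 without *Fh1-/-* replicate 2, 14 without *Fh1-/-* replicate 3, and 16, 15 and 13 without *Fh1-/-Hif-1α-/-* replicates 1, 2 and 3), 605 to 926 over the 3 groups, 13 to 17 and 18 to 21 Nrf2 targets, 12 to 14 Hif targets higher, 1 to 5 lower (5 only without control replicate 4), and -0.18 to -0.09 for Fh1. The scaling alternatives gave 269 to 298, 770 to 792 and 25 to 28 probes in the 3 comparisons, and moved the median of all probes to at most 0.09 in size. Of 214 passed values of named genes, quantile normalization lost 15, the plain test with adjustment 99 and leave-one-out fits 18 to 55, and 0 reversed. Background correction with neqc, the filter on detection p-values and the BeadChip as a block were not run, since the columns of unnormalized signals match no sample and no chip is given. All probes were tested in the main values, which are the authors' table, and a floor of 16 changes nothing. Signal over background is unknown, which limits what folds of dim probes mean.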

Differences from the paper's values

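The settings by array set (replicates 1 and 2, and 3 and 4), by Xist level, by mean signal and without the 2 arrays of lowest weight were chosen after the values were seen. The paper reports 489 differentially regulated mRNAs over the 3 groups, and the same thresholds, an adjusted p under 0.05 and a fold of at least 2, give 767 probes here with limma's test over the 3 groups. The paper's text speaks of comparing the groups in pairs, and the notes of Table S1 of a test over the groups with the fold reached in at least 1 of the 3 pairs, which is the rule used here, and the paper names no method of adjustment. Of the alternatives set before the data were examined, the plain test over the 3 groups with the Benjamini-Hochberg adjustment (612), an adjusted p under 0.01 (562), Xist as a covariate (717) and 1 probe per gene (492, a count of genes, where Table S1 counts probes) come to within 1.5 times of the paper's value. Quantile normalization (740), values as deposited (757), a median shift (754), the plain test unadjusted (855), eBayes without trend (759), array weights (1128), no fold minimum (2752) and the replicate block (735) do not. Of the leave-one-out fits, those without *Fh1-/-* replicate 3 (711), *Fh1-/-Hif-1α-/-* replicate 2 (632), *Fh1-/-Hif-1α-/-* replicate 3 (675), control replicate 1 (605) and control replicate 2 (674) do, and those without *Fh1-/-* replicates 1 (763), 2 (787) and 4 (808), *Fh1-/-Hif-1α-/-* replicates 1 (824) and 4 (815) and control replicates 3 (741) and 4 (926) do not. Of the settings chosen after seeing the values, the arrays with low Xist alone (539, dropping 123 of the paper's own probes) and the probes with a mean signal of at least 8.5 (702, dropping 47) come within 1.5 times, and the array set as a block (802), the array set with Xist (776), replicates 1 and 2 alone (895), replicates 3 and 4 alone (82) and the fit without the 2 arrays of lowest weight (836) do not. The plain test with adjustment misses 9 of the paper's probes, the stricter p 12, Xist as a covariate 23 and 1 probe per gene 159.

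For the targeted genes, the paper finds by Q-PCR that Fh1 was reduced in each group of knockout kidneys, and Hif-1α in those lacking both genes. For the 3 groups of the arrays this Q-PCR used the same RNA. On the arrays Fh1 fell by 0.40 in *Fh1-/-Hif-1α-/-* kidneys (-0.50 to -0.27 over 29 alternatives, the unadjusted test aside, passing in 25). It did not pass with quantile normalization (-0.27), an adjusted p under 0.01 or, in settings chosen after the values were seen, replicates 3 and 4 alone (-0.30) or the arrays with low Xist alone (-0.32). In *Fh1-/-* kidneys its change of -0.14 passed under 0 of 30 alternatives (-0.24 to 0.00; adjusted p from 0.23 to 1 in limma). Hif1a rose by 0.85 by its brighter probe in *Fh1-/-Hif-1α-/-* kidneys against control (0.50 to 1.10 over 29 alternatives, the unadjusted test aside, passing in 21), while the dimmer probe was lower than in *Fh1-/-* kidneys at -1.16 without passing, near the dimmest signals of the arrays. The place of these probes relative to the deleted exons is not given.

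For Nrf2 and its targets, the paper's figure of 14 regulated genes can be set beside 13 called over the 3 groups here, 12 in *Fh1-/-* and 13 in *Fh1-/-Hif-1α-/-* kidneys, and 14 over the 3 groups with array weights or without control replicate 4. The paper's Q-PCR used the same RNA, so it is not a comparison in independent samples. Hmox1 and Nqo1 rose in both groups as in that Q-PCR, whereas Gsta1, which it finds raised, did not pass by its brightest probe. Its 2 other probes passed, and the brightest passed in both groups with array weights (1.00 and 1.22), without control replicate 4 (1.14 and 1.27), and, in a setting chosen after the values were seen, without the 2 arrays of lowest weight (1.14 and 1.37). In *Fh1-/-Hif-1α-/-* kidneys it also passed with quantile normalization (1.04) and, in settings chosen after the values were seen, in replicates 1 and 2 alone (1.34) and in the arrays with low Xist alone (1.24). Gstm2 did not pass in *Fh1-/-* kidneys at 0.63, and did with the plain test unadjusted, array weights (0.82), Xist as a covariate (0.54), without control replicate 4 (0.77) and, in settings chosen after the values were seen, with the array set and Xist (0.54) and without the 2 arrays of lowest weight (0.77). Nrf2, which the paper finds elevated by staining of tubule cells, has a transcript, Nfe2l2, that passed under 0 of 29 alternatives in either group (0.02 to 0.26 in *Fh1-/-*, -0.21 to 0.65 in *Fh1-/-Hif-1α-/-*). The staining shows protein in single cells of older mice, and the arrays show whole-kidney RNA, so these are unlike measures. The paper proposes that modified Keap1 no longer restrains the Nrf2 protein, which needs no change of the transcript, so these values do not conflict with it.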

Other observations

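The settings by array set and the parting by brightness were chosen after the data were seen. In both groups of knockout kidneys single genes of macrophages and of matrix rose and single tubule genes fell. The mannose receptor Mrc1 rose by 1.37 in *Fh1-/-* and 1.84 in *Fh1-/-Hif-1α-/-* kidneys, and the collagen Col3a1 by 1.21 and 1.35. The glucose transporter Slc5a2 of the proximal tubule fell by 1.22 and 1.61 and the phosphate transporter Slc34a3 by 1.10 and 1.54. These calls held in all 12 fits that leave out 1 array. Macrophage markers had medians of 0.80 and 1.07 (adjusted p = 0.076 and 0.074 from limma's camera with an estimated correlation). The 17 genes of fibroblasts and matrix, 9 and 12 of them past the test when adjusted over the list alone and 1 and 8 in the adjusted plain test, had 0.59 and 0.79 (adjusted p = 0.096 and 0.1 from camera). Neither list passed as a set in that test. Both passed in limma's fry, a set test that does not weigh a list against other genes (adjusted p = 0.00083 and 6.1e-05 for macrophages, 0.0034 and 0.00052 for fibroblasts and matrix). The 50 brightest probes varied together from array to array within the groups (median correlation 0.96) and were lower than in control by a median of 0.42 and 0.37, as an upper limit of the signal that differs between arrays would give, so falls among such probes are uncertain in size and origin. Among the 200 brightest probes of any group are those of Acadm, Atp5b, Suclg1 and Umod, which count as fallen below, 1 and 4 of the proximal tubule genes that fell, and 3 of the 276 and 3 of the 797 probes called against control. Of 24 proximal tubule genes 6 fell in *Fh1-/-* (13 alone; 0 in the adjusted plain test, 12 unadjusted) and 14 in *Fh1-/-Hif-1α-/-* (16 alone; 9 with the plain test), with medians of -0.47 and -0.72, and adjusted p = 0.096 and 0.076 in the same camera test, and -0.53 and -0.76 over the 18 that are not among those bright probes. Within replicates 1 and 2, and within 3 and 4, the proximal tubule median was -0.51 and -0.50 in *Fh1-/-*, with 0 and 0 passing in limma (9 and 13 lower at an unadjusted p under 0.05), and -0.85 and -0.69 in *Fh1-/-Hif-1α-/-*, with 9 and 6 lower. Of 8 thick limb genes 3 fell in *Fh1-/-*, which are Cldn10, Egf and Umod, and 5 in *Fh1-/-Hif-1α-/-*, these and Kcnj1 and Ppp1r1a (medians -0.14 and -0.59). Of 6 distal tubule genes 4 fell in *Fh1-/-*, which are Klhl3, Pvalb, Slc8a1 and Trpm6, and 5 in *Fh1-/-Hif-1α-/-*, these and Slc12a3 (medians -0.78 and -1.14). In the adjusted plain test 1 and 4 thick limb and 0 (5 unadjusted) and 5 distal tubule genes fell. Klhl3 in *Fh1-/-* passed in 7 of the 12 leave-one-out fits (-1.05 to -0.71).

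Of 17 genes of the tricarboxylic acid cycle 2 fell in *Fh1-/-*, Idh3g by 0.42 and Suclg1 by 0.48, and 5 in *Fh1-/-Hif-1α-/-*, which are Fh1, Idh2, Idh3g, Ogdh and Suclg1, with medians of -0.18 and -0.35 (0, or 5 unadjusted, and 2 in the adjusted plain test). In *Fh1-/-*, Idh3g did not pass without *Fh1-/-* replicate 1 (-0.41), *Fh1-/-* replicate 3 (-0.38) or control replicate 1 (-0.39), and Suclg1 passed in 6 of the 12 leave-one-out fits (-0.55 to -0.42). In *Fh1-/-Hif-1α-/-* kidneys Suclg1 passed in 8 (-0.52 to -0.36). Of 19 genes of oxidative phosphorylation 0 passed in *Fh1-/-* with limma (17 lower at an unadjusted p under 0.05 and 16 adjusted over the list alone; with the plain test 11 unadjusted and 1 adjusted) and 9 fell in *Fh1-/-Hif-1α-/-*, Cox7a2 by 0.57 among them (5 with the plain test adjusted), with medians of -0.28 and -0.31 and adjusted p = 0.096 and 0.11 from camera. The 5 of them outside the 400 brightest probes of any group had medians of -0.20 and -0.22, where the 200 probes of any function that come next after the 400 brightest had -0.15 and -0.20, so this fall may go with signal. Of 13 genes of cholesterol synthesis 0 passed in *Fh1-/-* with limma (4 lower unadjusted, and 4 with the plain test unadjusted) and 4 fell in *Fh1-/-Hif-1α-/-*, which are Cyp51 by 1.58, Idi1, Mvd and Nsdhl (1 with the plain test adjusted; medians -0.10 and -0.23). In fatty acid oxidation, with 11 genes, Cyp4a14 rose and Ppara fell in *Fh1-/-*, and in *Fh1-/-Hif-1α-/-* Cyp4a14 rose and Acadm, Ehhadh and Ppara fell (medians -0.13 and -0.23), where Cyp4a14 passed in 4 (2.73 to 4.26) and 8 (2.67 to 4.20) of the leave-one-out fits in the 2 groups, Ppara in *Fh1-/-* in 4 (-0.74 to -0.51) and Acadm in *Fh1-/-Hif-1α-/-* in 6 (-0.60 to -0.41).

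Of 8 intercalated cell genes Atp6v1g3 rose in both groups, Slc4a1 (-1.22 and -1.53) and Slc4a9 fell in both and Slc26a4 fell in *Fh1-/-Hif-1α-/-* (medians -0.22 and -0.26), where Slc4a9 in *Fh1-/-* passed in 3 of the leave-one-out fits (-0.76 to -0.52). Of 3 podocyte genes 0 passed in *Fh1-/-* with limma (0 unadjusted, 0 with the plain test), and Nphs1 fell by 0.46 in *Fh1-/-Hif-1α-/-*, passing in 7 of the 12 leave-one-out fits (-0.53 to -0.37). Of 11 endothelial genes Cdh5 rose by 0.56 in *Fh1-/-*, passing in 4 of those fits (0.49 to 0.62), and Emcn fell by 0.43 in *Fh1-/-Hif-1α-/-*, passing in 7 (-0.53 to -0.33; medians 0.34 and -0.05). The next counts in brackets are unadjusted, by limma and by the plain test. With limma 0 of 6 lymphocyte genes passed in either group (0 and 0, 1 and 0), nor did any of 2 neutrophil genes (0 and 0, 0 and 0), 3 red cell genes (1 and 1 lower, 1 and 1; medians -0.85 and -0.65) or 4 sex-linked genes (0 and 0, 0 and 0). Of 10 interferon genes Ifit3 rose by 1.69 and 1.64, and Irf1 rose in *Fh1-/-Hif-1α-/-*. Of 11 genes of tissue handling Hspa1b and Junb rose in *Fh1-/-*, passing in 5 (1.18 to 1.76) and 6 (0.99 to 1.39) leave-one-out fits, and Fos and Junb rose in *Fh1-/-Hif-1α-/-*, Fos not without control replicate 1 (1.54) or control replicate 2 (1.45) (medians 0.66 and 0.27). Of 7 reference genes Hprt and Rplp0 (0.79 and 1.04) rose in both groups and Gapdh fell by 0.32 in *Fh1-/-Hif-1α-/-*, though not without *Fh1-/-Hif-1α-/-* replicate 2 (-0.31) or control replicate 1 (-0.27), with medians of 0.01 and -0.03.

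Between *Fh1-/-Hif-1α-/-* and *Fh1-/-* kidneys Krt18 (1.18) and Krt7 (0.79) of the injury markers were higher, Krt18 not without *Fh1-/-* replicate 2 (1.13), and Krt7 in 6 of the 12 leave-one-out fits (0.72 to 0.86). By their brightest probes, 0 members of the lists that follow passed with limma between these groups, given with the counts at an unadjusted p under 0.05 and those of the plain test, unadjusted too. They were the integrated stress response (7 higher, 7), p53 (7, 7), proliferation (9, 7), the 14 genes of Fig. 4A (7, 5; a dimmer probe of Mgst1 passed), macrophages (8, 3), fibroblasts and matrix (1, 1), interferon (1, 0), proximal tubule (7 lower, 4), thick limb (2, 2), tricarboxylic acid cycle (1, 1), oxidative phosphorylation (1, 1), fatty acid oxidation (1, 0), cholesterol synthesis (2, 1), intercalated cells (1 higher and 2 lower, 1), endothelium (6 lower, 3), tissue handling (1, 0) and reference genes (1, 1), and distal tubule, podocytes, lymphocytes, neutrophils, red cells and sex-linked genes (0, 0 each).

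Of 761 genes that passed in *Fh1-/-* against control, 728 had no overlap between the groups, of 2385 in *Fh1-/-Hif-1α-/-* 2037, and of 33 between *Fh1-/-Hif-1α-/-* and *Fh1-/-* 33. Over all genes the shares without overlap were 16.2, 21.9 and 6.03%, where chance gives 2.86%.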
